# Racial differences in microRNA and gene expression in hypertensive women

**DOI:** 10.1038/srep35815

**Published:** 2016-10-25

**Authors:** Douglas F. Dluzen, Nicole Noren Hooten, Yongqing Zhang, Yoonseo Kim, Frank E. Glover, Salman M. Tajuddin, Kimberly D. Jacob, Alan B. Zonderman, Michele K. Evans

## Abstract

Systemic arterial hypertension is an important cause of cardiovascular disease morbidity and mortality. African Americans are disproportionately affected by hypertension, in fact the incidence, prevalence, and severity of hypertension is highest among African American (AA) women. Previous data suggests that differential gene expression influences individual susceptibility to selected diseases and we hypothesized that this phenomena may affect health disparities in hypertension. Transcriptional profiling of peripheral blood mononuclear cells from AA or white, normotensive or hypertensive females identified thousands of mRNAs differentially-expressed by race and/or hypertension. Predominant gene expression differences were observed in AA hypertensive females compared to AA normotensives or white hypertensives. Since microRNAs play important roles in regulating gene expression, we profiled global microRNA expression and observed differentially-expressed microRNAs by race and/or hypertension. We identified novel mRNA-microRNA pairs potentially involved in hypertension-related pathways and differently-expressed, including *MCL1*/miR-20a-5p, *APOL3*/miR-4763-5p, *PLD1*/miR-4717-3p, and *PLD1*/miR-4709-3p. We validated gene expression levels via RT-qPCR and microRNA target validation was performed in primary endothelial cells. Altogether, we identified significant gene expression differences between AA and white female hypertensives and pinpointed novel mRNA-microRNA pairs differentially-expressed by hypertension and race. These differences may contribute to the known disparities in hypertension and may be potential targets for intervention.

Hypertension is a major cause of death and disability worldwide. In the United States, almost 30% of the US population over age 18 have hypertension; however, African Americans (AA) have the highest prevalence of hypertension and cardiovascular disease (CVD) in the United States and have higher mortality attributed to CVDs than whites^1^. Heart disease and stroke are the first and third leading causes of death in women in the United States^2^, respectively, and AA women ≥20 years old have a higher prevalence of hypertension than white women (47% to 31%)^1^. AA women also have higher mortality attributed to cerebrovascular diseases than white women and AA women are more likely to have uncontrolled hypertension^3^. The underlying causes of AA predisposition to hypertension are still relatively unknown, particularly in women.

Previous studies have identified a handful of hypertension-related differences between AAs and whites. For example, hypertensive AA men and women have increased circulating inflammatory endothelial cells (CIECs) compared with whites^4^. CIECs detach from the endothelial layer at sites of tissue injury and may play a role in hypertension by increasing inflammatory states^4^. 46 genes in endothelial cells, found to be associated with shear stress response, are elevated in healthy AAs compared to whites and this may influence vascular and endothelial function^5^. In peripheral blood mononuclear cells (PBMCs), healthy AA men have higher mRNA levels of angiotensin II type I receptor (*AGTR1*) than healthy white men and exhibit increased production of superoxide, potentially contributing to oxidative stress and inflammatory states in healthy AA men^6^. These studies are among the few that examine gene expression differences which may play a role in racial hypertension disparities, but they are limited as they do not investigate the regulatory mechanisms governing these observed differences. Examining differential gene expression in the groups most affected by hypertension, such as AA women, may provide the best insight into understanding hypertension disparities^1^. Additionally, identifying the mechanisms contributing to these differences may help elucidate novel therapeutic targets for these at-risk populations and mechanisms governing response to hypertension treatment^7^.

MicroRNAs (miRNAs) are short, single-stranded RNAs that post-transcriptionally repress gene expression by either inhibiting translation or causing mRNA degradation of target genes^8^. miRNAs are critical regulators of gene expression in the cardiovascular system, playing an essential role in the regulation of cardiomyocyte proliferation^9^, signaling between circulating mononuclear cells and the microvascular endothelium^10^,^11^, and signaling between endothelial cells and the underlying smooth muscle cells^12^. Regulation of target genes by miRNAs influences cardiovascular function and health. For example, inhibition of macrophage-expressed miR-155 reduced cardiac hypertrophy and inflammation in mice, mediated in part through altered regulation of suppressor of cytokine signaling 1 (Socs1)^13^. miR-19b regulates cholesterol transport in macrophages by repressing the expression of ATP-binding cassette transport A1 (ABCA1) and promoting foam cell accumulation in atherosclerotic lesions in aortas of mice^14^. Endothelial expression of miR-126-5p changes in response to shear stress and disturbed laminar flow by regulating Dlk1, thereby influencing endothelial cell proliferation in regions of vascular injury^15^. Lower levels of miR-376c in platelets were observed in AAs compared to whites and were found to contribute to increased PAR-4 mediated-platelet aggregation via targeting of *PCTP*^16^. This differentially-altered pathway may affect response to anti-thrombotic therapies dependent upon race^16^. However, there have been no comprehensive analyses of gene expression in hypertensive women of different races or any studies identifying regulatory mechanisms contributing to differential gene expression in AA and white hypertensive women.

Few studies have examined differential mRNA and miRNA expression in the context of hypertension. One study identified five differentially-expressed miRNAs in PBMCs from hypertensives which correlated with blood pressure, including miRs-143, -145, -133, -21- and -1^17^. These miRNAs were examined because they regulate vascular smooth muscle cell differentiation and function, although how these miRNAs contribute to hypertension etiology requires further evaluation. A recent study found that miR-9 and miR-126 levels are decreased in PBMCs in untreated hypertensive patients. miR-9 and miR-126 expression levels were correlated with 24-hour mean pulse pressure in hypertensives and their expression levels in PBMCs may serve as a marker for target-organ damage. miR-9 expression was also positively correlated with left ventricular mass index^18^. Several miRNAs, including members of the miR-27 and miR-30 miRNA families, are abundantly expressed in microvascular endothelial cells and target mRNAs in hypertension-related pathways *in vitro*. These include hypertension-related mRNAs previously identified in GWAS analysis, such as *SH2B3* and *PLEKHA7*^19^.

We hypothesized that there is differential mRNA and miRNA expression between hypertensive AA and white women and healthy controls. Using microarray analysis, coupled with miRNA target prediction, we surveyed gene expression in PBMCs isolated from AA and white, hypertensive and normotensive women with the goal of identifying relevant gene-miRNA expression differences in hypertension-related pathways. We identified novel mRNA-miRNA pairs differentially expressed by race and/or hypertension status that have not previously been associated with hypertension. Additionally, we tested miRNA targets in primary endothelial cells to verify the functional relationship between significantly changed mRNA-miRNA pairs identified in PBMCs. We provide evidence that miRNAs contribute to differential mRNA expression levels in female hypertensives, which may aid in identifying potential new biomarkers to further explore health disparities in hypertension, specifically in AA females.

## Results

### Gene Expression Changes by Race and Hypertension

The overall workflow of this study is shown in Fig. 1. We examined mRNA expression by microarray from PBMCs from 24 age-matched females divided into four subgroups: white normotensives (WNT), white hypertensives (WHT), African American normotensives (AANT), and African American hypertensives (AAHT; n = 6/group; Supplementary Table S1). mRNA expression was analyzed by Principle Component Analysis (PCA), which here demonstrates the differences between global gene expression profiles between two groups. We found a high degree of separation when comparing AAHT with WHT (PC1 75.6%; Fig. 2A) or AAHT with AANT (PC1 68.2%; Fig. 2B) and to a smaller degree when comparing WHT with WNT (PC1 33.5%; Fig. 2C) or AANT with WNT (PC1 34.7%; Fig. 2D), indicating a clear effect of race and hypertension on transcript profiles. We identified 3,554 mRNAs significantly and differentially-expressed (pairwise z-test p-values ≤ 0.05, absolute value of Z ratio ≥1.5-fold, fdr ≤0.30) when stratifying by race and presence of hypertension, or when comparing AANTs with WNTs or AAHTs with WHTs (see methods for definition of hypertension). Many genes were significantly changed in more than one comparison (AAHT with AANT or WHT; WHT with WNT; AANT with WNT; see Supplementary Excel File 1 for full gene lists). When comparing within AAs, 1,101 mRNAs were elevated specifically in AAHT compared with AANT, and 932 mRNAs were significantly decreased (Fig. 2E). Of the 270 mRNAs significantly altered when comparing WHT with WNT, 146 were elevated and 124 were decreased (Fig. 2E). Interestingly, only 167 mRNAs exhibited similar expression differences in both white and AA hypertensives while 766 mRNAs were differentially-expressed in both races but in opposite directions. These results indicated each race has a unique subset of genes differentially expressed due to hypertension status and a majority of shared genes are expressed reciprocally (Fig. 2E), suggesting the regulation of gene expression in hypertension may be influenced by race.

The mRNA expression data was imported into Ingenuity Pathway Analysis (IPA) to match against curated hypertension-related gene sets and 118 mRNAs were significantly- and differentially-expressed between groups in our cohort (Fig. 2F, Supplementary Excel File 1). 46 mRNAs were elevated in AAHT compared with AANT, and 13 mRNAs were significantly down (Fig. 2G). Of the 9 mRNAs significantly altered when comparing WHT with WNT, 5 were elevated and 4 were downregulated (Fig. 2G). We observed 5 mRNAs exhibiting similar expression patterns between AAHT and WHT, while 29 mRNAs were differentially-expression in opposite directions (Fig. 2G). Similar expression patterns were observed between AAHT and WHT in the IPA-curated, inflammation-related gene set consisting of 455 mRNAs (Fig. 2H; Supplementary Excel File 1) and within distinct pathways such as the renin-angiotensin and nitric oxide signaling pathways (Supplementary Fig. S1). Together, these results also suggest that most gene expression differences in hypertension-related pathways are specific to each race and expressed in the opposite direction.

### miRNA Changes by Race and Hypertension

Considering the important gene regulatory role of miRNAs in the cardiovascular system^9^,^10^,^11^,^12^, we profiled miRNA expression from PBMCs from 40 individuals, including those previously profiled for mRNA expression. Each of the four subgroups (AAHT, AANT, WHT, and WNT) were expanded to ten individuals (Supplementary Table S2) and miRNA expression was evaluated using a miRNA microarray. 36 miRNAs were significantly and differentially-expressed either by race, presence of hypertension, or both (absolute value fold-change ≥1.5, Wilcoxon-Mann-Whitney test p-value ≤ 0.05, fdr ≤0.30; Fig. 3A). Differential miRNAs in AAHT vs. AANT clustered together with differences between AAHT and WHT; whereas differences in WHT vs. WNT resembled more closely miRNA expression differences when comparing AANT to WNT (Fig. 3A). These results were comparable with the mRNA differences observed between the same comparisons (Fig. 2).

Out of these 36 miRNAs, expression levels of nine individual miRNAs (outlined in red boxes in Fig. 3A) were validated in an expanded cohort (n = 20/subgroup; Supplementary Table 3) using real-time, quantitative PCR (RT-qPCR) with miRNA-specific primers (Fig. 3B). We chose to investigate these nine miRNAs from our microarray screen because they either had a large and significant fold-change in our analysis (e.g. miRs-4709-3p, -4717-3p, 4746-3p, -1253, -103a-2-5p) or there were race-specific expression differences (miRs -30c-5p, -20a-5p, -585-5p, -4763-5p). Additionally, we wanted to include miRNAs with known associations to diseases in the vasculature systems (miR-20a-5p, miR-30c-5p, and miR-103a-2-5p)^20^,^21^,^22^,^23^. We also sought to investigate novel miRNAs that have no known targets, as their functionality may be important to hypertension etiology and/or health disparities and have only recently been cataloged by next-generation sequencing (miR-4763-5p, miR-4709-3p, and miR-4717-3p)^24^.

Aside from miR-4746-3p, which was not significantly altered in any comparison (AAHT vs. AANT; WHT vs. WNT; AAHT vs. WHT; AANT vs. WNT), we observed significant differences in miRNA expression in at least one comparison for each of the remaining eight miRNAs (Fig. 3B). Several miRNAs, including miR-4717-3p, miR-4709-3p, miR-4763-5p, and miR-1253 had decreased expression in AAHT compared with both AANT and WHT, but they were similar in WHT compared with WNT (Fig. 3B). miR-20a-5p, miR-30c-5p, and miR-103a-2-5p were significantly decreased in WHT compared with WNT but were significantly increased in AAHT compared with WHT; suggested these three miRNAs may be influenced by race in hypertension. Both miR-585-5p and miR-4763-5p were increased in WHT compared to WNT and were decreased in AAHT when compared with either WHT or AANT (Fig. 3B). As many of the hypertensives in our cohort are on antihypertensive medication, we evaluated whether these medications or statin use affected miRNA expression. The use of anti-hypertensive medication did not significantly affect the expression of any of the miRNAs, but statin use was associated with a significant decrease in miR-20a-5p expression in treated hypertensives compared to untreated (Supplementary Tables S5 and S6).

To identify novel targets for each of the eight validated miRNAs differentially-expressed in PMBCs by race or hypertension status, we used the DIANA-microT algorithm^25^ to generate a list of predicted mRNA targets for each miRNA (Table 1, Columns I and II; see Supplementary Excel File 2 for individual miRNA target lists). We next matched the predicted targets for each miRNA with our mRNA microarray dataset of 3,554 significantly- and differentially-expressed mRNAs to identify all possible and relevant gene targets expressed in our dataset. We identified hundreds of possible miRNA targets differentially-expressed in our cohort for each miRNA, with the exception of miR-585-5p which was predicted to target only 38 mRNAs (Table 1, Column III).

To further parse down relevant predictions, we matched the above predictions with a manually-curated list of 1,264 unique, hypertension-related genes. This list was combined from 21 different IPA-generated gene sets after the removal of overlapping genes and known aliases, including disease-associated networks and regulatory pathways involved in hypertension pathology and cardiovascular function (see Methods). These data included genes from our inflammation- and hypertension-related gene sets (Fig. 2G,H) as well as pathway genes involved with renin-angiotensin signaling, nitric oxide signaling, cellular adhesion, and actin cytoskeletal signaling, among many others (listed in Table 1, bottom). The complete list of all genes in each gene set can be found in Supplementary Excel File 2. We identified a subset of genes for each miRNA which were predicted to target genes in hypertension-related pathways and are differentially expressed by race and/or hypertension. Most of the eight miRNAs are predicted to target >100 mRNAs, with the exception of miR-4763-5p and miR-585-5p, which are predicted to target 46 and 7 mRNAs, respectively (Table 1, Column IV).

### Hypertensive miRNA Target Validation

Five miRNAs from our dataset were further evaluated *in vitro* to functionally validate our bioinformatic prediction modeling. miR-20a-5p and miR-30c-5p were chosen because each miRNA has an identified role in regulating pathways associated with diseases in the vascular system, but neither have an identified role in essential hypertension^20^,^21^,^23^. We chose miRs -4763-5p, -4717-3p, and -4709-3p as they have not been previously associated with hypertension or any other cardiovascular disease and have no known targets, as previously mentioned. 

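HUVECs are primary endothelial cells of the umbilical vein, and a mimic is a transfected RNA that raises the level of a single mature miRNA. For miR-4709-3p and miR-4717-3p, mRNA levels were measured on 9 Illumina HT-12 v4 arrays: 3 from HUVECs with the miR-4709-3p mimic, 3 with the miR-4717-3p mimic and 3 with a scrambled control. The sample labels give a dose of 50 nM. The arrays of the other mimics were not analysed here. The authors deposited the signal intensity of every probe on each array without normalization, and a detection p-value for each intensity. They also deposited a Z-score for each probe, which is its log signal centred on the array's mean and divided by the array's SD. The submitters' processing notes name GenomeStudio as the software. The lowest intensity of an array was 90.8 to 105.6, so no background had been subtracted. The number of probes detected at a detection p-value under 0.05 was 19208 to 20447 with the miR-4709-3p mimic, 19091 to 20259 with the miR-4717-3p mimic and 19129 to 19511 with the scrambled control. The means were 19852.7, 19667 and 19336 (SD 621, 584 and 193). Two-sided exact permutation tests gave p = 0.3 for miR-4709-3p and p = 0.5 for miR-4717-3p against the control, but 3 arrays against 3 cannot give a p under 0.1, so a difference is neither shown nor excluded. From the intensities, log2 signals were computed with neqc of limma, which corrects for background and applies quantile normalization, with an offset of 16. Probes detected on all 3 arrays of at least 1 group were kept, and each gene was represented by its brightest probe, which left 10882 named genes. Each mimic was compared with the scrambled control in a limma model over all 9 arrays. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and decreased at least 1.5-fold where the estimated fold also reached 1.5. In simulated arrays with the same spread and 200 changed genes, this procedure recovered 46% of 1.5-fold changes and 86% of 2-fold changes. Far more genes were called on the real arrays, which loosens the limit of the adjusted p, so these shares do not carry over. Small changes can still be missed with 3 arrays per group. Arrays of a group resembled each other more than arrays of different groups, with Pearson correlations across probes of 0.992 to 0.996 within groups and 0.974 to 0.988 between them. The first principal component held 50.1% of the variance and set the miR-4709-3p arrays (-38.1 to -37.1) apart from all others (15.9 to 20.6).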

Mimics for each individual miRNA were over-expressed in human umbilical vein endothelial cells (HUVECs; Fig. 4A–D, Supplementary Fig. S2, left panels) and RNA was isolated for gene expression analysis using microarray. Hundreds of mRNAs were significantly decreased (≥1.5-fold) in the presence of each miRNA mimic (Table 1, Column V) and between 5–10% of these mRNAs were also differentially-expressed in PBMCs (Table 1, Column VI). 

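With the miR-4709-3p mimic, genes of cell division fell together in HUVECs, and interferon-stimulated genes rose. Of 25 genes of the G2/M phase of the cell cycle, 25 were lower than with the scrambled control, also when adjusted over the list alone, at a median log2 fold change of -1.48. Of 20 measured interferon-stimulated genes, 16 were higher (17 when adjusted over the list alone) at a median of 1.08, and the other 4 did not pass. The lists of G2/M genes (adjusted p = 1.11e-16 from camera of limma) and of interferon-stimulated genes (adjusted p = 6.71e-07) moved against all other genes. With an estimated correlation between genes the adjusted p = 0.352 for the first and adjusted p = 0.474 for the second, and no list named here keeps its call under that test.

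Among the G2/M genes, CENPF, a kinetochore protein, had a log2 fold change of -2.32 (standard error 0.129, n = 3 arrays per group). CENPA, of the centromere, stood at -2.13 (standard error 0.132). CCNB1, the cyclin of entry into mitosis, stood at -2.13 (standard error 0.15) and ASPM, a spindle pole protein, at -1.99 (standard error 0.123). The limma adjusted p of these 4 genes was 2.09e-06 or lower. Of 23 measured genes of DNA replication and S phase, 19 were lower (20 when adjusted over the list alone) and 4 did not pass, with a median of -0.998 (camera adjusted p = 3.64e-09; adjusted p = 0.461 with an estimated correlation). They included TK1, the thymidine kinase of S phase, at -3.0028 (standard error 0.128, limma adjusted p = 1.05e-07), and MCM2, a part of the replicative helicase, at -1.79 (standard error 0.158). Of 17 measured p53 targets and cell cycle inhibitors, 13 were higher and 1 was lower, the same counts as when adjusted over the list alone (median 0.56, camera adjusted p = 0.000951; adjusted p = 0.219 with an estimated correlation). GDF15, a stress-induced cytokine, rose by 1.28 (standard error 0.137) and TP53I3, a p53-induced oxidoreductase, by 1.24 (standard error 0.109). The member that fell, CDKN2B, which encodes the inhibitor p15, had a log2 fold change of -1.67 (standard error 0.117).

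MX1, an antiviral GTPase, rose by 2.21 on the log2 scale (standard error 0.309, limma adjusted p = 0.000195), IFI6 by 1.78 (standard error 0.292) and ISG15, a ubiquitin-like modifier, by 1.72 (standard error 0.189). IFI44L, another interferon-stimulated gene, rose by 2.63 (standard error 0.364), but where a detection p-value under 0.01 was required on all 9 arrays, a dimmer probe stood for the gene and had a log2 fold change of 0.20 (limma adjusted p = 0.32). The list of chemokines and leukocyte adhesion genes did not pass the camera test of limma (adjusted p = 0.221), and its members moved both ways, with 7 of 15 higher and 3 lower, also when adjusted over the list alone. CCL2, which attracts monocytes, rose by 3.14 (standard error 0.132, limma adjusted p = 1.05e-07). The adhesion receptors VCAM1, detected on 2 of 3 control arrays, and SELE rose by 2.79 and 1.96. The 3 that fell were CXCL8, which attracts neutrophils, at -2.35 (standard error 0.166), and CXCL1 at -1.02 and CCL20 at -0.64, which were named after their values were seen.

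Genes of the antioxidant response governed by NRF2 were lower, 10 of 16 measured (10 when adjusted over the list alone), with a median of -0.498 (camera adjusted p = 0.00164; adjusted p = 0.474 with an estimated correlation). BLVRB, a biliverdin reductase, had a log2 fold change of -3.01 (standard error 0.125), HMOX1, heme oxygenase 1, one of -2.54 (standard error 0.156) and GCLM, a subunit of the enzyme of glutathione synthesis, one of -1.71 (standard error 0.141). The member that rose was GSR, at 0.34, named after its value was seen. The 5 measured metallothioneins, which bind zinc and copper, were all lower (5 when adjusted over the list alone; median -2.07, camera adjusted p = 0.00462; adjusted p = 0.618 with an estimated correlation), with MT1X at -2.67 (standard error 0.436) and MT1G at -2.15 (standard error 0.404). Under the stricter detection rule of all 9 arrays, the metallothioneins lost their call by camera of limma (adjusted p = 0.0764).

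The largest decrease was that of PCBD1, an enzyme of tetrahydrobiopterin recycling, at -3.05 (standard error 0.164, limma adjusted p = 3.52e-07). After BLVRB and TK1 came RAD51AP1, which acts in homologous recombination, at -2.83, WDR36 at -2.70 and the transcription repressor HES2 at -2.63. SERPIND1, heparin cofactor II, stood at -2.64 and FAM110D at -2.54, each detected on 1 of 3 mimic arrays. CD69, a membrane lectin best known from activated lymphocytes, rose by 3.86 (standard error 0.241) and was detected on 1 of 3 control arrays. RSPO3, an activator of Wnt signaling, was at least 10.6-fold higher, CLEC1B at least 5.37-fold and BST1 at least 5.56-fold, since none of their 3 control arrays detected them (limma adjusted p = 2.33e-07 for RSPO3 and 3.13e-08 for both others). CPA3, a carboxypeptidase, rose by 3.15, CTSK, the protease cathepsin K, by 2.86, and UACA by 2.74. EPSTI1, detected on 1 of 3 control arrays, rose by 2.82. Of 10882 genes, 4548 were changed at an adjusted p under 0.05, 2315 of them higher and 2233 lower, and 1434 were decreased at least 1.5-fold. The 3 mimic arrays lay on the same side of all 3 control arrays for 52.3% of the genes, against 10% by chance. On log2 signals without background correction, 717 genes were decreased at least 1.5-fold, and on the authors' Z-scores 740.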

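With the miR-4717-3p mimic, CXCL8, CXCL1 and other chemokine genes were lower in HUVECs, and DNAJB1 and other heat shock genes were higher. Of 15 measured genes of chemokines and leukocyte adhesion, 8 were lower (9 when adjusted over the list alone) and 7 did not pass, with a median log2 fold change of -0.607. Of 12 heat shock genes, 6 were higher (6 when adjusted over the list alone) and 6 did not pass, with a median of 0.333. Both lists passed the camera test (adjusted p = 0.00164 for the chemokines and 0.00138 for the heat shock genes), with an adjusted p = 0.352 and an adjusted p = 0.474 with an estimated correlation.

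CXCL8 fell by 2.65 on the log2 scale (standard error 0.166, limma adjusted p = 3.15e-06, n = 3 arrays per group). CXCL1, a further chemokine that attracts neutrophils, fell by 2.34 (standard error 0.128). CXCL2, not detected on any array of this mimic, was at least 3.13-fold lower (limma adjusted p = 2.9e-05). CXCL6, detected on 2 of 3, had a log2 fold change of -1.22 (standard error 0.154). CCL20, named after its value was seen, was not detected on the mimic arrays either and was at least 1.44-fold lower (limma adjusted p = 0.00147). With CXCL2 and CCL20 set to these limits, the median of the chemokine list was -0.526. Of 18 measured genes of NF-kB feedback and signaling, 8 were lower and RELA, named after its value was seen, was higher at 0.59, the same counts as when adjusted over the list alone (median -0.242, camera adjusted p = 0.012; adjusted p = 0.377 with an estimated correlation). TNFRSF1B, a receptor of tumor necrosis factor, stood at -1.65 (standard error 0.108) and TNIP1, which dampens NF-kB signaling, at -1.01 (standard error 0.117). NFKB2, the gene of the p100 precursor, stood at -0.94 (standard error 0.163) and was detected on 1 of 3 mimic arrays. The interferon-stimulated genes did not pass as a list (median -0.231, camera adjusted p = 0.0989; adjusted p = 0.827 with an estimated correlation), with 5 of 20 lower (MX1 at -1.01, OAS3 at -0.80, ISG15 at -0.72, XAF1 at -0.68 and IFIH1) and BST2 higher at 0.54, of which XAF1 and BST2 were named after their values were seen. MX1 lost its call under 5 of 20 alternatives, 4 of them without 1 array (without miR-4717-3p mimic replicate 2 or 3 or scrambled control replicate 1 or 2; limma adjusted p up to 0.111). ISG15 lost it without miR-4717-3p mimic replicate 1 or 3 or scrambled control replicate 1 or 3 (limma adjusted p up to 0.0618), and OAS3 on Z-scores (limma adjusted p = 0.0598). IFIH1, which encodes a sensor of double-stranded RNA, was at least 2.43-fold lower and was not detected on the mimic arrays (limma adjusted p = 0.000103).

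DNAJB1, a co-chaperone, rose by 1.24 (standard error 0.12, limma adjusted p = 3.44e-05), and HSPA1A and HSPA1B, which encode inducible HSP70, by 1.17 (standard error 0.115) and 1.02 (standard error 0.121). Of 16 measured NRF2 antioxidant genes, 8 were higher and 1 lower (9 and 2 when adjusted over the list alone; median 0.361, camera adjusted p = 0.017; adjusted p = 0.618 with an estimated correlation). The higher ones included SLC7A11, the cystine transporter, at 1.08 (standard error 0.114), GSR, glutathione reductase, at 0.95 (standard error 0.111) and SRXN1, sulfiredoxin, at 0.68 (standard error 0.124). The lower one was HMOX1, at -0.48 (limma adjusted p = 0.0417). Without scrambled control replicate 2 this list lost its call by camera of limma (adjusted p = 0.0605). Of 23 genes of DNA replication and S phase, 9 were lower (10 when adjusted over the list alone) and 14 did not pass (median -0.337, camera adjusted p = 0.00489; adjusted p = 0.732 with an estimated correlation). POLA1, the catalytic subunit of DNA polymerase alpha, fell by 1.06 (standard error 0.173) and MCM6, a helicase subunit, by 0.79 (standard error 0.145). Without scrambled control replicate 1 the list's call by camera of limma was lost (adjusted p = 0.0538). The G2/M genes did not pass as a list (median -0.124, adjusted p = 0.221 by camera of limma), with 4 of 25 lower (CENPF, CDC20, UBE2C and CENPA, at -0.63 to -0.40) and BIRC5 higher at 0.56, or 2 and 1 when adjusted over the list alone. CENPA was named after its value was seen. UBE2C lost its call under 10 of 20 alternatives, 6 of them without 1 array (miR-4709-3p mimic replicate 1 or 2, miR-4717-3p mimic replicate 1 or 3, scrambled control replicate 1 or 3; limma adjusted p up to 0.164). BIRC5 lost it without miR-4717-3p mimic replicate 1 or scrambled control replicate 2, and for the mean of its probes it stood at 0.05 (limma adjusted p = 0.862).

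The largest decrease was that of ACKR3, a scavenging receptor of the chemokine CXCL12, at -3.12 (standard error 0.158, limma adjusted p = 7.62e-07). TNFSF10, the death ligand TRAIL, fell by 2.48 (standard error 0.321) and ADAMTS1, a secreted metalloprotease, by 2.44 (standard error 0.15). VAMP7, a protein of vesicle fusion, and ALDH1A2, which makes retinoic acid, stood at -2.27 (standard errors 0.126 and 0.12), and MRPL54, a mitochondrial ribosomal protein, at -2.22. PARD6A, a cell polarity protein, was at least 3.74-fold lower and was not detected on the mimic arrays. The largest increase was that of PKIA, an inhibitor of protein kinase A, at 2.82 (standard error 0.113, limma adjusted p = 2.65e-07). ZNF365, not detected on the control arrays, was at least 3.21-fold higher, PGM2L1 rose by 2.27, the secreted glycoprotein FSTL1 by 2.16, NARF by 1.85 and the noncoding RNA LINC03124 by 1.94. With the miR-4709-3p mimic PKIA and NARF were also higher, at 1.82 and 2.07. ZNF365 was called higher there too (limma adjusted p = 1.81e-06), but no control array detected it and its fold is not given. PGM2L1 and LINC03124 lay above all control arrays there as well, while FSTL1 lay below them. Of the decreased genes named here, ACKR3, ADAMTS1, VAMP7, ALDH1A2 and PARD6A lay below all control arrays with that mimic too. TNFSF10 lay above them, and MRPL54 overlapped them. In all, 2864 genes were changed, 1414 of them higher and 1450 lower, and 877 were decreased at least 1.5-fold. The arrays of the mimic and the control did not overlap for 42.5% of the genes, against the same 10% by chance. The count of genes decreased at least 1.5-fold was 383 without background correction, 366 on the authors' Z-scores and 1365 when each probe was counted on its own.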

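Some genes differed from the scrambled control in the same direction under both mimics. IDI1, HMGCS1 and other genes of cholesterol synthesis were higher, and the epithelial markers KRT19, CLDN7 and MUC1 were lower. Both comparisons share the control arrays, so a change in the control group would give this too and could not be told apart. In the direct comparison, CPA3 and CCL2 were among the genes most raised with the miR-4709-3p mimic against the miR-4717-3p mimic, and APCDD1L and TK1 among those most lowered. Of 16 measured genes of cholesterol synthesis, 11 were higher with the miR-4709-3p mimic (11 when adjusted over the list alone; median 0.629, camera adjusted p = 0.00164; adjusted p = 0.352 with an estimated correlation). With the miR-4717-3p mimic, 12 were higher (13 when adjusted over the list alone; median 0.942, camera adjusted p = 3.68e-08; adjusted p = 0.14 with an estimated correlation).

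IDI1, which makes dimethylallyl pyrophosphate, rose by 1.72 with the miR-4709-3p mimic and by 2.22 with the miR-4717-3p mimic (standard error 0.149 for both). HMGCS1, the cytosolic HMG-CoA synthase, rose by 1.32 and 2.07 (standard error 0.159 for both). INSIG1, which holds back the synthesis, was the member that fell with the miR-4709-3p mimic (-0.70, named after its value was seen) and rose by 1.31 with the other. Of 6 measured epithelial markers, 3 were lower under each mimic, also when adjusted over the list alone. The median was -0.765 with the miR-4709-3p mimic (camera adjusted p = 0.0131; adjusted p = 0.377 with an estimated correlation) and -0.577 with the miR-4717-3p mimic (camera adjusted p = 0.029; adjusted p = 0.423 with an estimated correlation), and the second call was lost where a detection p-value under 0.01 was required on all 9 arrays (adjusted p = 0.0923). KRT19, a keratin, had log2 fold changes of -2.08 and -2.11 (standard error 0.176 for both). Of 5 metallothioneins, 3 (MT1F, MT1X and MT1E) were lower with the miR-4717-3p mimic (3 when adjusted over the list alone; median -1.43, adjusted p = 0.0575 by camera of limma), and MT1F stood at -1.82 with the miR-4709-3p mimic and at -1.90 with the other (standard error 0.184 for both). MT1X and MT1E each lost their call with the miR-4717-3p mimic under 4 alternatives, 3 of them without 1 array (miR-4717-3p mimic replicate 1, scrambled control replicate 1 or 3; limma adjusted p up to 0.0845 and 0.141). FBXO32, a ubiquitin ligase of muscle atrophy, rose by 2.14 and 2.13 (standard error 0.104 for both), ERLIN2, a protein of the endoplasmic reticulum, by 2.40 and 1.94 (standard error 0.152 for both). ID1, a target of BMP signaling, had log2 fold changes of -2.15 and -1.85 (standard error 0.149 for both). CCNA1, a cyclin, was detected on the control arrays only and was at least 3.55-fold lower with the miR-4709-3p and at least 3.51-fold lower with the miR-4717-3p mimic.

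Of the genes tested, 749 were higher under both mimics and 643 lower under both, against 301 and 298 for independent lists. A further 177 were higher with the miR-4709-3p mimic and lower with the other, and 126 the reverse, against 599 for independent lists. Both comparisons share the 3 control arrays, so the counts for independent lists are not a baseline for unrelated mimics. The Pearson correlation of the log2 fold changes across genes, which are not independent replicates, was 0.385. Simulated groups without changes gave 0.473 to 0.522 (mean 0.499) with shared simulated controls. Sharing a control gives such a value by construction, so this range is no baseline for the 0.385. The covariance of the log2 fold changes was 0.102, above the highest simulated value of 0.0159. Between the mimics, 4222 genes differed, 2055 of them higher with the miR-4709-3p mimic and 2167 lower. The chemokine list differed by a median of 1.29 (10 of 15 genes higher with the miR-4709-3p mimic; camera adjusted p = 6.35e-06; adjusted p = 0.258 with an estimated correlation). The interferon list differed by 1.18, or by 1.08 with undetected genes set to their limits (18 of 20 higher; camera adjusted p = 1.89e-09; adjusted p = 0.468 with an estimated correlation). The NRF2 list differed by -0.89 (13 of 16 lower; camera adjusted p = 2.98e-07; adjusted p = 0.276 with an estimated correlation), and for the G2/M list the camera adjusted p was 9.15e-16 (25 of 25 lower; adjusted p = 0.276 with an estimated correlation). The genes most different between the mimics were CPA3, 4.58 higher on the log2 scale with the miR-4709-3p mimic (standard error 0.157, limma adjusted p = 1.15e-08), CD69, at least 13.7-fold higher, RSPO3, at least 10.8-fold higher, TNFSF10, 3.86 higher (standard error 0.321), and CCL2, 3.51 higher. On the other side, APCDD1L and ADTRP, an androgen-dependent inhibitor of coagulation signaling, differed by -3.53 (standard error 0.116) and -3.33 (standard error 0.203), HES2 by -3.22, TK1 by -3.13 and BLVRB by -2.97.

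**Figure D1:**
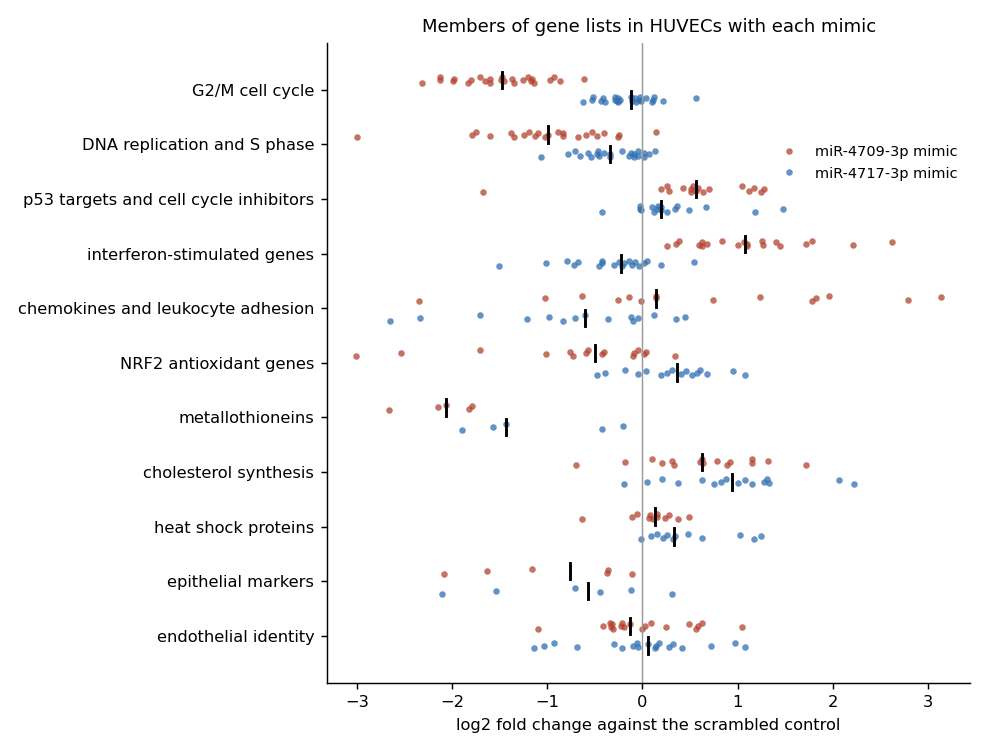
Log2 fold changes of the measured members of 11 gene lists in HUVECs with the miR-4709-3p mimic (red) and the miR-4717-3p mimic (blue) against the scrambled control. Each point is a gene, estimated from 3 arrays per group, and a black bar is the median of a list; the G2/M genes sit at a median of -1.48 with the miR-4709-3p mimic and of -0.124 with the miR-4717-3p mimic.

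The paper used the decreased mRNAs to test its target predictions in cells. It counted the mRNAs decreased at least 1.5-fold with each mimic (Table 1, Column V) and, among the predicted targets, those that were decreased so and also differed in PBMCs (Table 1, Column VI).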

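Predicted targets of miR-4709-3p were shifted down in HUVECs with its mimic. Those of miR-4717-3p showed no shift of their median. They changed both ways, and a larger share of them than of other genes was decreased at least 1.5-fold. CPD, a carboxypeptidase, had the largest decrease among the listed hypertension-related targets of miR-4709-3p, with a log2 fold change of -2.14 (standard error 0.124, limma adjusted p = 6.3e-07, n = 3 arrays per group). ATG5, which acts in autophagosome formation, fell by 1.94 (standard error 0.165) and POLA1 by 1.75 (standard error 0.173). BRWD1, a bromodomain protein, fell by 1.62 (standard error 0.151) and PRMT3, an arginine methyltransferase of the ribosome, by 1.58 (standard error 0.128). Among the listed targets of miR-4717-3p, ARL2BP, a binding partner of the small GTPase ARL2, fell by 1.19 (standard error 0.134, limma adjusted p = 9.55e-05). CAVIN2, a protein of caveolae, fell by 1.02 (standard error 0.169), ATP2B4, a calcium pump of the plasma membrane, by 1.01 (standard error 0.153), IRF1, a transcription factor of the interferon response, by 0.98 (standard error 0.105) and RAB27A, which directs vesicle secretion, by 0.95 (standard error 0.124). Some of these decreases were not particular to 1 mimic. With the miR-4709-3p mimic, ARL2BP, CAVIN2, ATP2B4 and RAB27A also lay below all control arrays, while IRF1 lay above them. With the miR-4717-3p mimic, ATG5 and POLA1 lay below all control arrays too, while CPD, BRWD1 and PRMT3 overlapped them.

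The 708 measured targets of miR-4709-3p that the paper predicts and that differed in PBMCs had a median log2 fold change of -0.127 with its mimic. The comparison group was 383 other measured genes of the lists of mRNAs that differed in PBMCs (Fig. 2E), taken from the 5 of 8 lists whose number of genes matches the figure in the copy used here, with a median of 0.0558. The predicted targets were not limited to those 5 lists, so the groups can also differ in the PBMC comparisons they come from. That difference was not separated from prediction here. The difference was -0.183 (two-sided permutation test with 100000 permutations of genes, p = 2e-05). In addition, 149 predicted targets (21%) against 43 other genes (11.2%) were decreased at least 1.5-fold (Fisher's exact test, p = 4.08e-05). For miR-4717-3p, 544 predicted targets had a median of -0.019 and 421 other genes one of -0.00628, a difference of -0.0127 (permutation test, p = 0.762; -0.0443 to -0.0046 without 1 array, p = 0.236 to 0.905). Of these, 66 (12.1%) against 30 (7.13%) were decreased at least 1.5-fold (Fisher's exact test, p = 0.0123). At an adjusted p under 0.05, 102 of the 544 predicted targets were lower (18.8%, against 13.8% of the other genes) and 85 higher. The share of the other genes that were higher was not computed, so these counts do not tell whether increases were also more frequent among predicted targets. Genes are not independent replicates in these tests. The mimic of the other miRNA was tested on smaller sets. There the difference was 0.0537 for 477 targets of miR-4709-3p against 297 other genes (permutation test, p = 0.0597). For 313 targets of miR-4717-3p against 297 other genes it was 0.0669 (permutation test, p = 0.154).

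Of the mRNAs that Table 1 lists for miR-4709-3p in Column VI, 198 were measured here, and 177 of them were lower (183 when adjusted over the list alone), 142 at least 1.5-fold. Of those in Column VII, 38 were measured, 35 were lower (36 when adjusted over the list alone) and 26 at least 1.5-fold. For miR-4717-3p, 114 mRNAs are listed in Column VI, and of those measured 92 were lower (101 when adjusted over the list alone) and 65 at least 1.5-fold. Of Column VII, 26 were measured, 21 were lower (25 when adjusted over the list alone) and 12 at least 1.5-fold. The study chose both columns on these arrays, so the counts are not independent evidence of the direction.

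**Figure D2:**
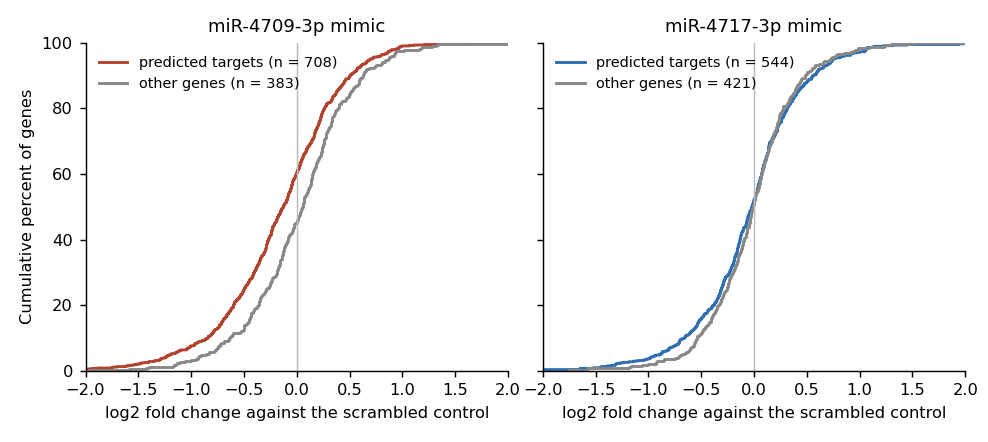
Cumulative percent of genes (vertical axis) at or below each log2 fold change against the scrambled control (horizontal axis, shown from -2 to 2), for predicted targets that differed in PBMCs (colored line) and for other genes that differed in PBMCs (gray line), with the miR-4709-3p mimic (left) and the miR-4717-3p mimic (right). The curve of the 708 predicted targets of miR-4709-3p lies to the left of that of the 383 other genes.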

Further parsing these data, we observed that each of miR-20a-5p, -30c-5p, -4763-5p, -4717-3p, and 4709-3p are predicted to target 28, 14, 8, 28, and 41 mRNAs in our hypertension-related gene set and which were also differentially-altered in PBMCs and downregulated in HUVECs (Table 1, Column VII; see Supplementary Excel File 2 for list of genes).

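On the HUVEC arrays, PLD1 was lower with the miR-4709-3p mimic and PLCB1 with the miR-4717-3p mimic, while the brighter RAC1 probe changed with neither. PLD1, which encodes the phospholipase D that makes phosphatidic acid, had a log2 fold change of -1.24 with the miR-4709-3p mimic (standard error 0.139, limma adjusted p = 4.04e-05, n = 3 arrays per group), which left 42.2% of the level with the scrambled control (95% confidence interval 34 to 52.4%). PLCB1, which encodes a phosphoinositide-specific phospholipase C, stood at -0.96 with the miR-4717-3p mimic (standard error 0.175, limma adjusted p = 0.00219), or 51.6% of the control (39.4 to 67.6%). With the miR-4717-3p mimic PLD1 was at 84.2% of the control (67.8 to 104.6%; log2 fold change -0.25, limma adjusted p = 0.217), so a decrease could not be told from the spread of the arrays. The intervals here and for RAC1 below come from a fit over every passing probe, with standard errors of 0.143 for PLD1 and 0.178 for PLCB1.

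RAC1, a small GTPase of the actin cytoskeleton, has 2 detected probes that differed from each other. The brighter probe stood at 102.8% of the control with the miR-4709-3p mimic (82.1 to 128.7%; log2 fold change 0.04, limma adjusted p = 0.851) and at 117.8% with the miR-4717-3p mimic (94.1 to 147.5%; 0.24, adjusted p = 0.256). The dimmer probe, tested on its own after its values were seen, had a log2 fold change of -0.53 with the miR-4709-3p mimic (standard error 0.192, adjusted p over probes = 0.0505) and of -1.15 with the miR-4717-3p mimic (standard error 0.192, adjusted p over probes = 0.00149). PLCB1 had a log2 fold change of 0.29 with the miR-4709-3p mimic (limma adjusted p = 0.207), and of 0.48 without replicate 3 of that mimic, where it passed the test (adjusted p = 0.0314). The mean log2 signal of PLD1 was 8.01 ± 0.105 (SD, n = 3) with the miR-4709-3p mimic, 9.01 ± 0.0662 with the miR-4717-3p mimic and 9.26 ± 0.263 with the control. For PLCB1 it was 7.61 ± 0.391, 6.36 ± 0.104 and 7.32 ± 0.135 in the same order.

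Among the other genes that the study quantified, NOS3, endothelial nitric oxide synthase, was lower with both mimics, at -1.10 and -1.14 (standard error 0.119 for both, limma adjusted p = 3.16e-05 and 5.85e-05). APOL3, an apolipoprotein L, was lower with the miR-4717-3p mimic (-1.21, standard error 0.143, limma adjusted p = 0.000117; 0.11 with the miR-4709-3p mimic, adjusted p = 0.58). PTK2, focal adhesion kinase, stood at -0.41 with the miR-4709-3p mimic (limma adjusted p = 0.0406), a call that was lost without any 1 of 6 of the 9 arrays and under 3 of the other alternatives (adjusted p up to 0.216). MCL1, an inhibitor of apoptosis, VCL, vinculin, CLIC4, RHOA and PTK2B had log2 fold changes of -0.21 to 0.20 and did not pass under either mimic. PDE5A, AGTR1 and CSF1 had no probe detected on all 3 arrays of a group.

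**Figure D3:**
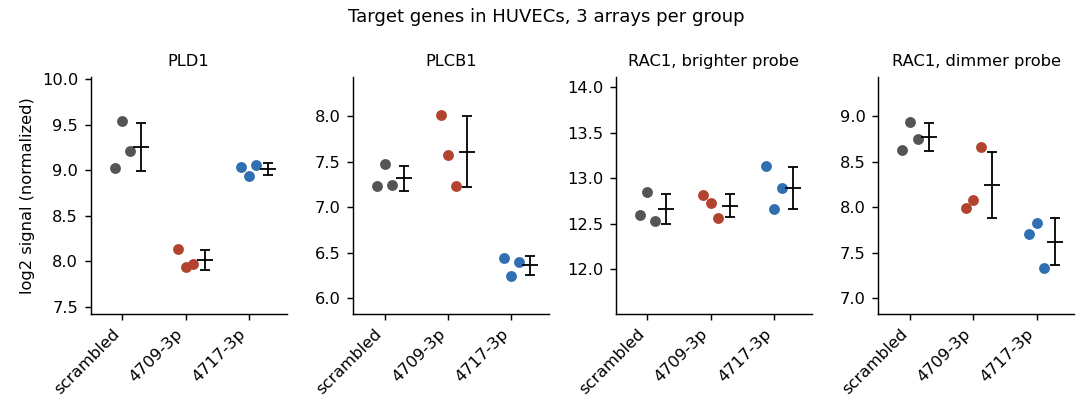
Normalized log2 signal (vertical axis) of PLD1, PLCB1 and the brighter and dimmer RAC1 probes on each of 3 arrays with the scrambled control (gray), the miR-4709-3p mimic (red) and the miR-4717-3p mimic (blue); bars give the mean and SD. The 3 PLD1 values with the miR-4709-3p mimic lie below all others, as do the 3 PLCB1 values with the miR-4717-3p mimic.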

Individual mRNA targets for each miRNA were chosen for *in vitro* target validation in HUVEC-transfected cells. mRNA targets were chosen using the following criteria: predicted as a target by both the DIANA-microT and IPA algorithms *and* either (1) significantly and differentially-expressed >1.5-fold in our PMBC microarray screen or (2) significantly repressed >1.5-fold in the HUVEC microarray screen or (3) a combination of both 1 and 2. The miR-20a-5p mimic repressed HUVEC expression of *MCL1, PTK2,* and *VCL* target mRNAs as analyzed by RT-qPCR (Fig. 4A, left) and MCL1 protein levels via immunoblotting. miR-4763-5p significantly repressed expression of *APOL3* and *CLIC4* mRNA and APOL3 protein levels (Fig. 4B, left). miR-4717-3p and miR-4709-3p both repressed *PLD1* mRNA and protein and miR-4717-3p repressed target *PLCB1* mRNA and miR-4709-3p repressed *RAC1* mRNA (Fig. 4C,D, left). miR-30c-5p repressed expression of target *PDE5A* mRNA (Supplementary Fig. S2, left). Similar results for each miRNA:mRNA pair were also observed *in vitro* in primary human aortic endothelial cells (HAECs) when transfected with individual miRNA mimics, thus confirming these interactions are not cell-line specific (Fig. 4A–D, Supplementary Fig. S2).

To further address the functional relationship between each miRNA:mRNA pair, we generated dual-luciferase reporter constructs for each target mRNA in which both mRNA and protein levels were repressed by miRNA mimics in endothelial cells. The partial 3′ UTRs for *MCL1, APOL3*, and *PLD1,* each containing predicted miRNA binding sites, were cloned downstream of a luciferase reporter plasmid (Fig. 5A–D, left panels). Luciferase constructs containing the wild-type 3′ UTR sequences were co-transfected into HeLa cells with either a scrambled control or the appropriate precursor miRNA mimic. miR-20a-5p significantly repressed the *pLUC-MCL1 Site 2* 3′ UTR (Fig. 5A), miR-4763-5p repressed the *pLUC-APOL3* 3′UTR (Fig. 5B), and the *pLUC-PLD1* reporter activity was repressed by both miR-4717-3p (Fig. 5C) and miR-4709-3p (Fig. 5D). These data confirm miRNA-mediated translation repression of the target mRNAs. We performed site-directed mutagenesis (SDM) on each binding site seed sequence (see Supplementary Fig. S3 for specific changes) to confirm the sequence specificity of each 3′UTR/miRNA binding site. The *MCL1* and *APOL3* 3′ UTRs contain two miR-20a-5p and miR-4763-5p binding sites, respectively. miR-20a-5p binding site 2 and both miR-4763-5p binding sites within each 3′ UTR increased reporter activity when mutated and compared with the wild-type plasmid (Fig. 5A,B), indicating that these sites are indeed functional. The *PLD1* 3′ UTR contains one functional miR-4717-3p binding site (Fig. 5C) and four predicted miR-4709-3p binding sites, of which sites 1, 2, and 4 are functional when compared with the wild-type plasmid (Fig. 5D). Together, these results confirm the specificity of the binding of each miRNA with its respective mRNA target.

### Hypertension and Race-associated mRNA targets in PMBCs

Expression levels of mRNA candidates that were identified in our bioinformatic screen and assessed and validated as miRNA targets *in vitro* were quantified by RT-qPCR in PBMCs from an expanded hypertension cohort (n = 18–20/group, after removal of outliers; Supplementary Table S3). Additionally, we also quantified additional mRNAs associated with hypertension pathology that were significantly changed in at least one comparison in our screen, including *RHOA, PTEN,* and *PTK2B*. (Figure 2F,E; Supplementary Excel File 1). We also included known hypertension-related genes, including *AGTR1, NOS3,* and *CSF1* (Fig. 6). We observed that several mRNAs were significantly increased in PBMCs in AAHT compared with AANT, including *MCL1, APOL3, PLD1, RHOA,* and *PTK2B* (Fig. 6). Additionally, with the exception of *PLD1* and *PTK2B*, each of these genes were also significantly increased in AAHT when compared with WHT (Fig. 6). *PLCB1, CSF1*, and *PTEN* were also significantly increased in AAHT compared with WHT (Fig. 6). Few of these genes had significantly altered expression in WHT compared with WNT except *APOL3* and *CSF1,* which were both decreased (Fig. 6). Only *PDE5A* and *PTEN* were differentially-expressed by race in AANT compared with WNT. There were no significant differences in *PTK2¸VCL, CLIC4, AGTR1,* or *NOS3* mRNA abundance between any subgroup (Fig. 6). Additionally, the use of anti-hypertensive medication or statins did not influence mRNA levels when comparing hypertensives taking medication to those without (Supplementary Tables S7 and S8).

### Correlation of miRNA:mRNA Pairs

To further assess each miRNA:mRNA pair, we correlated the relative expression levels of each miRNA with their respective mRNA targets and the other validated mRNAs from PMBCs in our expanded cohort (n = 80; Table 2). We found that miR-4763-5p expression levels negatively correlated with *APOL3* mRNA levels in all individuals (Table 2). A significant, negative correlation was also observed in normotensive individuals of both races (Supplementary Table S9). We observed a negative trend between miR-4763-5p and *APOL3* when comparing only whites, only AAs, and in all hypertensives (Supplementary Tables S10–12). miR-4717-3p expression levels were significantly and negatively correlated with *PLD1* and *PLCB1* mRNA levels in all individuals (Table 2). miR-4717-3p and *PLD1* were significantly negatively correlated in all hypertensives and in AAs, but not whites (Supplementary Tables S10–12) and miR-4717-3p and *PLCB1* were significantly negatively correlated in all individuals (Table 2), as well as in all normotensives and in whites, but not AAs (Supplementary Tables S9–12). miR-4709-3p and *PLD1* were not significantly correlated in any of the comparisons tested (Table 2 and Supplementary Tables S9–12). These results provide further support that these miRNAs may play an important role in racial differences in hypertension.

## Discussion

We assessed for the first time global mRNA and miRNA expression levels in normotensive and hypertensive AA and white women to identify novel genes associated with essential hypertension. Our screen identified >2,000 unique, differentially-expressed mRNAs in AAs between hypertensives and controls, whereas only ~250 mRNAs were differentially-expressed and unique in whites (Fig. 2). We found that a large majority of significantly-changed mRNAs that were common between AA and white hypertensives were differentially-expressed in opposite directions, especially in hypertension-related pathways and gene sets including inflammation (Fig. 2) and the nitric oxide and renin-angiotensin signaling pathways (Supplementary Fig. S1). These data show there are significant gene expression differences in hypertension between AA and white women and suggest that molecular and genetic factors attributed to hypertension may differ by race.

Interestingly, when comparing AANT and WNT, we observed a significant decrease in phosphodiesterase 5A (*PDE5A*) mRNA levels (Fig. 6). Given that PDE5A is an important enzyme that regulates vasodilation and constriction^26^, these data suggest that race may affect gene expression levels and possibly confer predisposition to hypertension. Several genes involved in pathways related to cell adhesion and the actin cytoskeleton, including *PTK2B, RHOA*, and *PTEN* were significantly elevated in AAHT (Fig. 6). These pathways regulate vascular stiffness and response to shear stress and may affect endothelial vasoconstriction predominantly in AAs versus whites. We observed that *RHOA* is significantly higher in AANT vs. WNT. These results are similar to previous findings comparing *RHOA* expression in endothelial cells from healthy AAs and whites^5^ and suggest *RHOA* may be important in hypertension predisposition and pathology in AAs. Future studies examining this hypothesis are warranted, especially considering these pathways are not typically targeted by anti-hypertensive medications.

We identified 36 differentially-expressed miRNAs associated with hypertension and race (Fig. 3). In a cohort of European males and females, including smokers, investigators examined miRNA expression differences in PMBCs from hypertensive patients. They identified higher expression of miR-1 and miR-21 and decreased expression of miR-143, miR-145, and miR-133a in hypertensives^17^ and the same group later observed decreased levels of miR-9 and miR-126 in PMBCs in hypertensives^18^. We did not observe significant differential-expression in any of these miRNAs, perhaps because our cohort was comprised of AA and white female non-smokers only. We also did not observe differences in expression of other previously-identified, hypertension-related miRNAs such as miR-155^27^ or miR-181a^19^, which may be due to the fact that miRNA discovery was performed first in those studies in endothelial cells, not in PBMCs as reported here.

We identified several miRNAs with no known association to hypertension, including miRs-4763-5p, -4717-3p, and -4709-3p. miR-4763-5p is significantly repressed in AAHT compared to AANT, as well as WHT, and was the only miRNA of the nine which we found differentially-expressed between AANT and WNT (Fig. 3B). These differences suggest a strong racial- and hypertension-association for miR-4763-5p. Little is known about miR-4763-5p or its molecular targets. Here, we identified apolipoprotein L3 (*APOL3*) as a novel target of miR-4763-5p. APOL3 is a member of the apolipoprotein L gene family and may have a role in the metabolism and/or shuttling of lipids in the endothelium. *APOL3* expression can be induced by the inflammatory cytokine TNF-α and is elevated in atherosclerotic aortas^28^. In our cohort, *APOL3* expression levels were inversely correlated with miR-4763-5p in PBMCs in all individuals and in all normotensives, suggesting that miR-4763-5p is a primary regulator of *APOL3* expression. Increased expression of *APOL3* in AAHTs may be in response to a chronic low grade inflammatory state that may be present in AA females. This may contribute to endothelium dysfunction and increased blood pressure, possibly affecting predisposition to hypertension-related diseases such as atherosclerosis.

miR-4717-3p and miR-4709-3p expression levels are both significantly decreased in AAHT yet remained unchanged in whites, indicating that these two miRNAs may be specifically involved in hypertension physiology in AAs. miR-4717-3p regulates programmed cell death-1 (PD1)^29^ but miR-4709-3p has no confirmed targets. We identified phospholipase D1 (*PLD1*) as a novel target of both miRNAs. PLD1 modulates lipid signaling by catalyzing the hydrolysis of phosphatidylcholine into choline and the signaling molecule phosphatidic acid, which regulates multiple downstream pathways implicated in hypertension including cytoskeletal organization and inflammation^30^. PLD1 is upregulated in response to IL-1β stimulation in chronic autoimmune arthritis^31^ and PLD1 protein is regulated by RHOA^32^, which has an important role in hypertension pathophysiology^33^. Both *PLD1* and *RHOA* mRNA were elevated in AAHT, but were unchanged in whites. Furthermore, miR-4717-3p expression levels were negatively correlated with *PLD1* in our cohort and the negative correlation was strongest in AAs (Table 2 and Supplemental Table S12). These results suggest that pathways involved with PLD1 signaling and miR-4717-3p regulation may be important in inflammation and hypertension risk, particularly in AAs. Assessment of their specific role in disease as well as any potential as a therapeutic targets may clarify direct mechanisms related to blood pressure regulation and physiology.

We found that miR-20a-5p regulates the expression of *MCL1*, and both genes are differentially expressed by race in hypertension. miR-20a-5p is involved with inflammatory signaling in pulmonary hypertension^21^ and this is the first study identifying an association with essential hypertension. Myeloid cell leukemia sequence 1 (MCL1) is a member of the BCL-2 anti-apoptotic gene family and is frequently over-expressed in many cancers^34^. We observed that *MCL1* mRNA is elevated in AAHT compared with AANT and WHT, and decreased in WHT compared with WNT. Consistent with our findings in AAs, male AA prostate cancer patients have higher levels of MCL1 mRNA and protein compared to white males^35^. That study also identified miR-133a as a negative regulator of *MCL1*^35^. miR-133a has previously been associated with hypertension^17^; however, miR-133a expression was not differentially-expressed in our cohort, suggesting that additional regulatory factors (e.g. miR-20a-5p) contribute to *MCL1* regulation.

We chose to initially profile mRNA and miRNA expression patterns from PBMCs for a number of reasons. First, PBMCs are a readily obtainable biospecimen from volunteers. Second, previous studies indicated that elevated white blood cell count in women is associated with hypertension^36^ and a predictor of cardiovascular events^37^. Thirdly, elevated levels of neutrophils and decreased levels of lymphocytes are correlated with increased blood pressure in AAs^38^. The mechanistic link between subtypes of white blood cells and blood pressure regulation is still largely unknown. However, data indicates that there exists cross-talk between blood mononuclear cells and the vascular layer by a number of factors, including miRNAs^10^,^11^. Our analysis is limited in that it is an observational assessment of mRNA and miRNA expression in PBMCs and analysis of gene expression in specific white blood cell subtypes was not performed. It should be noted that several of the novel miRNA:mRNA pairs we found to be differentially-expressed in PBMCs are also co-expressed and functional in primary endothelial cells. Additional studies are needed to identify if these differentially-expressed pathways are also found to be differentially-expressed in endothelial cells isolated from hypertensive individuals. Considering the crosstalk between immune cells and the vascular endothelial layers, it is possible that gene expression in PBMCs can serve as a biomarker for gene expression in the endothelium or that differentially-expressed miRNAs observed in our cohort are actively signaling to the endothelium and exuding a functional impact on endothelial function. Future work lies in further characterizing the functional roles of these genes with respect to hypertension pathology. At this time our results do not provide direct evidence as to whether differentially-expressed pathways and miRNA:mRNA pairs identified here are a cause or consequence of hypertension status. Further evaluation of their direct roles in hypertension etiology and blood pressure regulation, especially with regard to different races, are required and an understanding of the mechanisms controlling differential miRNA expression will further enhance our understanding of this phenomena.

We cannot rule out the possibility that additional mechanisms contribute to the regulation of differential mRNA expression in PBMCs of AA and white hypertensive women. Ethnicity is associated with the inheritance of allelic variants in several inflammatory cytokines, including IL-1, IL-6, and IL-18, that are linked with increased levels of cytokine production, however, no association between ethnicity and allelic variants of TNFα have been observed^39^,^40^,^41^. African American women in particular are more likely to carry allelic variants associated with elevated levels of the pro-inflammatory cytokines IL-1 and IL-6 and variants associated with decreased production of anti-inflammatory IL-10^41^. miR-155 is a known regulator of both endothelial nitric oxide synthase 3 (eNOS)^27^ and angiotensin II type 1 receptor (AGTR1)^42^, which regulate blood vessel relaxation and constriction, respectively. There is a functional polymorphism (rs5189) located within the miR-155 binding site in the 3′ UTR of *AGTR1* that disrupts miR-155 regulation of *AGTR1* expression, thereby increasing AGTR1 expression and risk for cardiac-related complications^42^,^43^,^44^. In AAs with hypertension, the presence of this polymorphism may increase the risk of chronic kidney disease^45^. In our cohort, we did not observed changes in miR-155 or *AGTR1* expression levels, but there was a significant increase in *NOS3* (which encodes eNOS) gene expression in AAHTs compared with WHTs (Fig. 6). Variants have been identified in AAs in other genes identified in our study, including *APOL3*^46^. Future work lies in identifying variants in the 3′ UTRs of the identified mRNAs in the miRNA:mRNA pairs discussed in this study and whether they functionally influence gene expression in our cohort or in the pathways that are differentially-expressed between AA and white hypertensive women.

Importantly, this is the first global analysis of differential gene expression in AA and white hypertensive women. Using microarray screening and miRNA-prediction modeling, we identified novel miRNAs and mRNA targets with significant differential-expression in hypertension that were influenced by race. Although there is no general consensus that race is a major determinant in response to anti-hypertension medication, particularly, mono-therapeutic strategies^47^,^48^, our analysis identifies gene expression differences that could have important implications in the progression and treatment of hypertension for different races. We also provide evidence that miRNAs functionally contribute to differentially-expressed genes in the context of hypertension and racial disparities. Further exploration of these novel miRNA:mRNA pairs and their role in hypertension etiology is warranted, particularly with respect to functional contributions as a cause or consequence of chronic states of elevated blood pressure. Ultimately this may help identify more suitable targets for preventive and therapeutic approaches to hypertension, bringing to fruition personalized targeted approaches to age-related and disparate diseases.

## Materials and Methods

### Study participants and peripheral blood mononuclear cell isolation

Fasting blood samples were obtained from participants in the Healthy Aging in Neighborhoods of Diversity across the Life Span (HANDLS) study of the National Institute on Aging Intramural Research Program (NIA IRP), National Institutes of Health (NIH). HANDLS is a longitudinal, epidemiological study based in Baltimore, MD that seeks to identify the causes of age-associated health disparities by examining the relationship between race, health, socio-economic factors, dietary influences, and other factors^49^. The HANDLS participants are AA and white between the ages of 30–64 at baseline and residing in Baltimore, MD. The Institutional Review Board of the National Institute of Environmental Health Sciences, NIH, approved this study and all participants provided written informed consent. All experiments were performed in accordance with relevant guidelines and regulations.

The demographics of the HANDLS participants used in this study are presented in Supplementary Tables S1–3. For this sub-cohort, we chose age-matched, AA and white females who were either normotensive (NT) or hypertensive (HT) at the baseline wave of the HANDLS study. Hypertension was defined as an average SBP ≥140 mmHg or DP ≥90 mmHg or use of previously prescribed antihypertensive medications (diuretics, beta blockers, ACE inhibitors, angiotensin II blockers, calcium channel blockers, or vasodilators) and/or prior diagnosis of hypertension. We excluded participants with documented Hepatitis B, Hepatitis C, or human immunodeficiency virus infection and current or former smokers. Isolation of PBMCs was performed as previously described^50^.

Blood pressure and pulse were measured in both arms while seated after a 5 minute rest and averaged. Respiratory rate was reported as total number of breaths per minute and taken after a 5 minute rest. Body mass index (weight [kg]/height [m^2^]) was calculated from measured height and weight. Total cholesterol, high density lipoprotein (HDL), low-density lipoprotein (LDL), triglycerides, and hsCRP were measured at Quest Diagnostics (Chantilly, Virginia). Serum cytomegalovirus IgG positivity was measured by ELISA (Genway Biotech, San Diego, CA). Data was collected during a structured medical history interview and a physical examination.

### Cell culture, transfection, and RNA isolation

Primary human umbilical vein endothelial cells (HUVECs) and primary human aortic endothelial cells (HAECs) were purchased from Lonza (Walkersville, MD). HeLa cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS and 1% sodium pyruvate. HUVECs were grown in EBM supplemented with the EGM SingleQuot Kit (Lonza). HAECs were grown in EMB-2 supplemented with the EGM-2 SingleQuot Kit (Lonza). Cells were transfected with Pre-miR miRNA Precursors for hsa-miR-20a-5p, -4763-5p, -4717-3p, -4709-3p, -30c-5p or scrambled negative control using Lipofectamine 2000 (Life Technologies). Total RNA from HUVECs and HAECs was isolated using TRIzol (Life Technologies). Isolation of total RNA from PBMC for microarray and validation analysis was performed using the miRVana miRNA Isolation Kit with enrichment for small RNAs (Life Technologies). RNA quality was measured by a Nanodrop 2000 and Agilent Bioanalyzer.

### Microarray analysis and target prediction

Gene expression in PBMCs and HUVECs was analyzed by microarray using the Illumina Beadchip HT-12 v4 (San Diego, CA). RNA was prepared and labeled according to the manufacturer’s protocol. Raw signal data were filtered by the detection p-values and Z-score normalization to obtain normalized probe signals. One-way ANOVA tests (p-value ≤ 0.05) on the sample groups were used to eliminate the probes/genes with larger variances within each group. Genes with pairwise z-test p-values ≤ 0.05, absolute value of Z ratio ≥1.5-fold, and an fdr ≤0.3 were considered significant.

PBMC miRNA expression was assessed by microarray using the Exiqon miRCURY LNA microRNA 7^th^ gen-human-mouse-rat Array (Vedbaek, Denmark) and RNA was prepared and labeled according to the manufacturer’s protocol. Microarray data was analyzed using non-parameterized statistical methods since miRNA expression patterns did not follow a Gaussian distribution. The original fluorescent signal was globally normalized using the median of each sample. The probe levels were filtered using the confident interval (CI) for each probe within four technical repeats. The marked probes with values outside the CI were removed as outliers and the median probe value was recalculated. We performed a one-way independent Kruskal-Wallis test to examine the data variance across each sample group and the consistency of global probe levels were compared to control with a p-value cutoff ≤0.05. Each significant comparison had an absolute value fold-change ≥1.5, Wilcoxon-Mann-Whitney test p-value ≤0.05, and an fdr ≤0.30 as the correction error control cutoff. The microarray data has been submitted to GEO (Super Series Number: GSE75672).

Ingenuity Pathways Analysis (IPA; Ingenuity Systems, Redwood City, CA) was used to visualize changes in mRNA expression in our cohort. IPA network analysis utilizes a curated knowledge base of known functional interactions, miRNA prediction using the TargetScan^51^ and DIANA-Tarbase^52^, and previously identified protein functions to algorithmically infer biochemical interactions. We curated 21 gene sets and pathways related to cardiovascular function and inflammatory disease to identify as many genes as possible in a hypertension-related context (see Supplementary Excel File 2 for complete gene lists for each pathway). We selected pathways with known associations with hypertension etiology (e.g renin-angiotensin signaling) or manually built connected pathways from hypertension related genes according to gene function using IPA’s default settings and pathway builder functions (i.e. hypertension pathway gene list). Significance of gene expression changes, functions, and pathways were calculated using the right-tailed Fisher’s Exact Test using a fold-change cutoff of >1.5-fold. A manually-curated list of 1,264 mRNAs was generated from these 21 IPA gene sets after the removal of overlapping genes between pathways and known alias (see Table 1 and Supplementary Excel File 2). This curated list was matched against target genes for each miRNA as predicted by DIANA-microT v5.0^25^,^53^ using a prediction threshold of 0.5. The DIANA-microT algorithm was used in addition to IPA because every publicly available miRNA prediction algorithm weighs prediction criterion differently (reviewed in Saito *et al*.^54^) and DIANA-microT predicts miRNA binding sites within protein coding sequences. This strategy was employed to increase the potential identification of all possible regulatory miRNAs in our bioinformatics workflow for each significantly changed mRNA in our analysis and before target validation and confirmation *in vitro*.

### RT-qPCR analysis

Total RNA was transcribed into cDNA using the QuantiMiR RT Kit (Systems Biosciences, Mountain View, CA). For mRNA, real-time RT-qPCR reactions were performed with 2x SYBR Green Master Mix and gene specific primers (Supplementary Table S4) on a 7900HT Fast Real-Time PCR System or 7500 Real-Time PCR System according to manufacturer’s protocols (Life Technologies). For miRNAs, forward primers were designed to be the exact sequence of the mature miRNAs, as listed in miRBase (http://www.mirbase.org). miRNA primers are listed in Supplementary Table S4 and a universal reverse primer was supplied with the QuantiMir RT Kit. In PBMCs, miRNA expression was normalized to the average of *U6*, miR-147a, and miR-574-5p and mRNA levels were normalized to the average of *GAPDH* and *ACTB*. In HUVECs and HAECs, miRNA expression was normalized to the average of *U6* and *U24* and mRNA levels were normalized to the average of *GAPDH* and *ACTB*. All gene expression levels were calculated using the 2^−ΔΔCt^ method^55^.

### Western blot analysis

HUVECs and HAECs were washed twice with cold PBS and lysed in 2X Laemmli sample buffer. Protein levels were assessed by immunoblotting with anti-APOL3 or anti-MCL1 (Abcam, Cambridge, MA), anti-PLD1 (Santa Cruz, Dallas, TX) or anti-actin (Santa Cruz) antibodies.

### 3′ UTR Luciferase reporter assays

cDNA fragments containing most of the 3′ UTR of human *APOL3* and partial 3′ UTRs of human *MCL1* and *PLD1* were PCR-amplified using specific primers with XhoI and NotI adapted ends (primer sequences are in Supplementary Table S4). After NotI and XhoI digestion, PCR products were cloned downstream of the *Renilla* open reading frame in the psiCHECK2 reporter plasmid from Promega (Madison, WI). Each psiCHECK2-3′ UTR reporter construct containing mutations or deletions in the predicted miRNA binding site seed sequences (summarized in Supplementary Fig. S3) were created using the QuikChange site-directed mutagenesis kit (Agilent, Santa Clara, CA) according to the manufacturer’s protocol. HeLa cells were co-transfected with 25 or 50 ng of the indicated 3′-UTR construct with either 50 nM scrambled control or the corresponding miRNA precursor mimic (Life Technologies). Forty-eight hours later, *Renilla* (RL) and *Firefly* (FL) activities were measured using the Dual-Luciferase reporter assay system (Promega) according to the manufacturer’s instructions. FL served as an internal transfection control and the ratio of RL to FL for the wild-type and mutated 3′ UTRs co-transfected with miRNA mimics was normalized to the wild-type plasmid with scrambled control for each construct.

### Statistical analysis

The Student’s *t*-test was used when comparing two groups, unless otherwise indicated. miRNA and mRNA levels in cohort PBMCs were examined for Gaussian distribution by measuring skewness, kurtosis, and with a visual inspection of histogram plots. Outliers for each gene were excluded from analysis using Grubb’s test with an alpha = 0.05. The one-tailed Pearson test was used for correlation analysis. A *p*-value of < 0.05 was considered statistically significant.

## Additional Information

**How to cite this article**: Dluzen, D. F. *et al*. Racial differences in microRNA and gene expression in hypertensive women. *Sci. Rep.* **6**, 35815; doi: 10.1038/srep35815 (2016).

## Supplementary Material

Supplementary Information

Supplementary Excel File 1 (Dataset 1)

Supplementary Excel File 2 (Dataset 2)

## Figures and Tables

**Figure 1:**
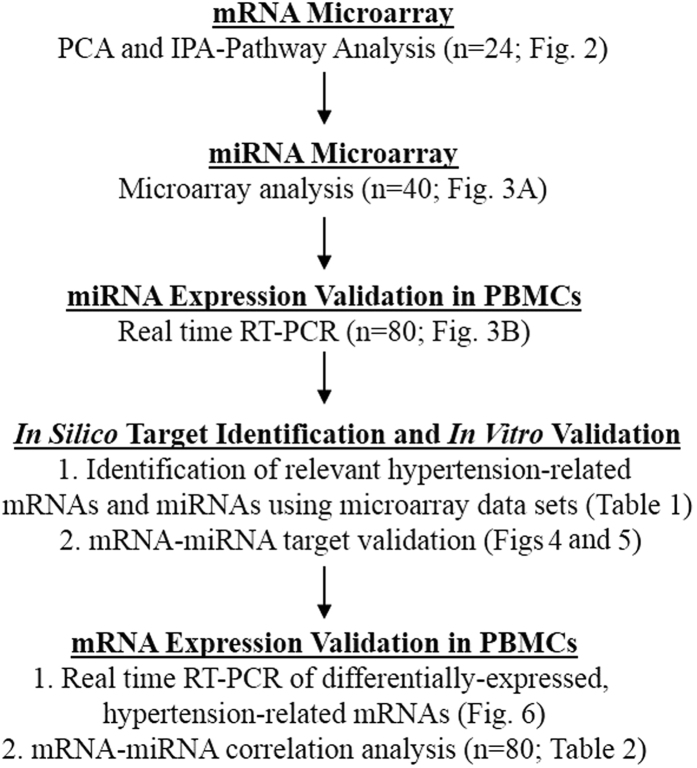
Diagram of study work flow.

**Figure 2:**
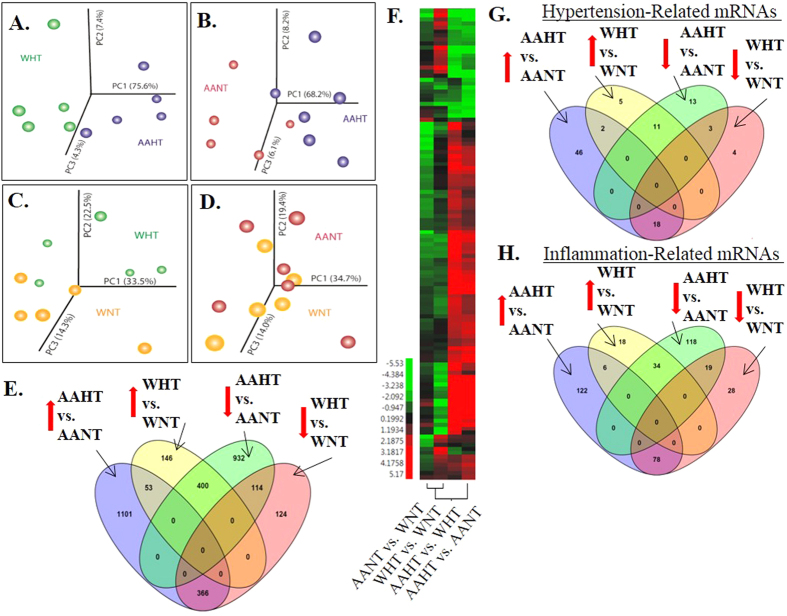
Global changes in gene expression by race and hypertension. Total RNA was isolated from PBMCs from African American (AA) or white (W) age-matched females who were normotensive (NT) or hypertensive (HT). (**A** thru **D**) Gene expression was assessed using microarray and differences in expression by either race or presence of hypertension were analyzed by PCA (n = 6/group). (**E**) Venn diagram of the total number of significantly upregulated (up arrow) or downregulated (down arrow) mRNAs for each comparison. Each comparison highlights significant changes in hypertensives compared with normotensive racial controls or changes observed in AA hypertensives compared with white hypertensives (AAHT vs. WHT) or AA normotensives compared with white normotensives (AANT vs. WNT). (**F**) Heat map of significantly-changed, hypertension-related mRNAs identified using IPA. Red (up) and green (down) indicate relative Z-ratio for each comparison. (**G**,**H**) Venn diagrams of significantly upregulated or downregulated mRNAs in the hypertension-related gene set (**G**) or inflammation-related gene set (**H**). AANT, AA normotensive; AAHT, AA hypertensive; WNT, white normotensive; WHT, white hypertensives.

**Figure 3:**
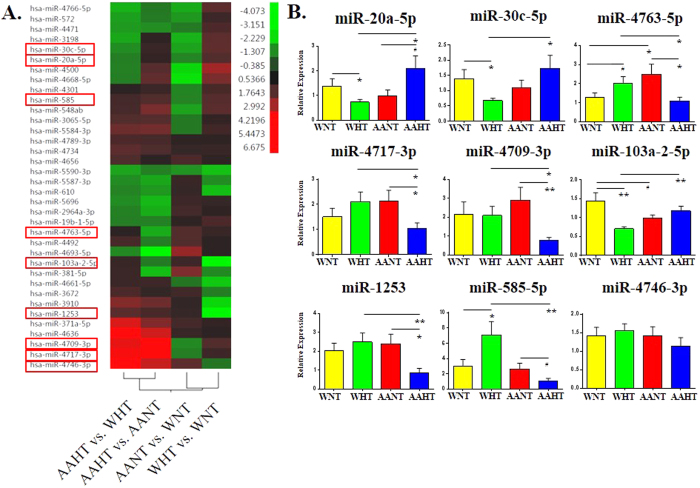
miRNA levels in PBMCs are differentially expressed by race and/or hypertension status. (**A**) Heat map of all 36 significantly-changed miRNAs in PMBCs identified by microarray (n = 10/group). Red (up) and green (down) indicate relative fold-changes for each comparison. Red boxes indicate which individual miRNAs were PCR-validated. (**B**) miRNAs were validated in an expanded cohort (n = 20/group) using RT-qPCR with miRNA-specific primers, after exclusion of outliers. Histograms represent the mean ± SEM. *P < 0.05, **P < 0.01, ^#^*P* < 0.09; Student’s t-test.

**Figure 4:**
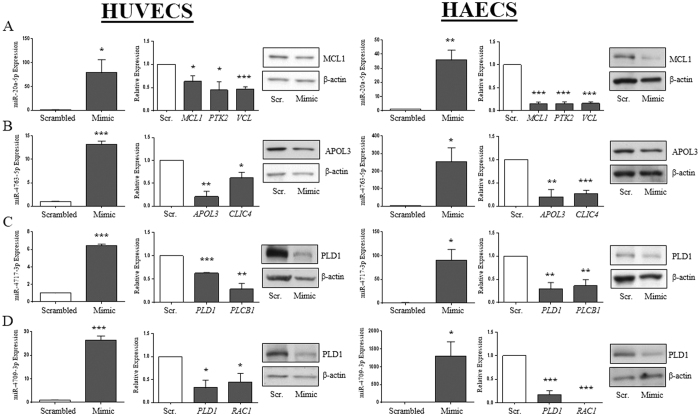
Hypertension and race-associated miRNA target validation. HUVECs (left) and HAECs (right) were transiently transfected with precursor mimics of miR-20a-5p (**A**), miR-4763-5p (**B**), miR-4717-3p (**C**), or miR-4709-3p (**D**). miRNAs and their predicted mRNA targets were quantified by RT-qPCR. miRNA levels in transfected cells are compared to scrambled control. Histograms for each individual mRNA are compared to scrambled control. Representative immunoblots of target protein levels from at least 3 independent experiments. Histograms represent the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; Student’s T-test.

**Figure 5:**
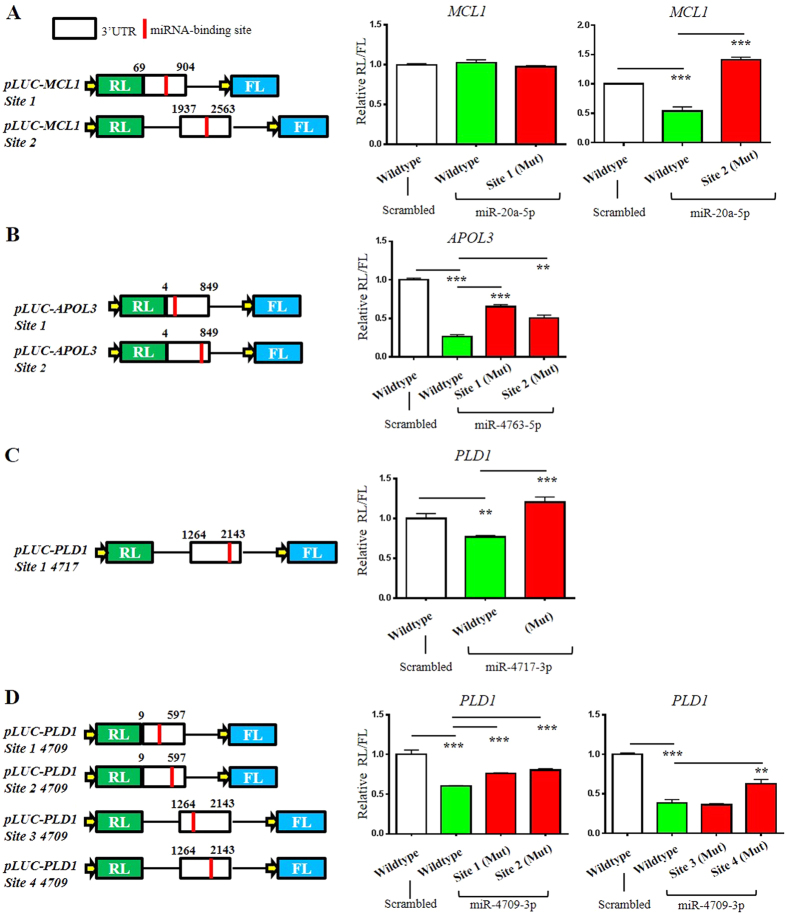
Analysis of miRNA binding sites within mRNA targets using reporters. 3′ UTR fragments from target mRNAs containing the miRNA binding sites were cloned downstream of a *Renilla* luciferase (RL) reporter (Panels **A**–**D**, left). Each plasmid also contains a Firefly luciferase (FL) reporter, which serves as a transfection control. Above each construct, the base pairs of the cloned 3′ UTRs are indicated relative to the start of each mRNA’s 3′ UTR sequence. Red bars indicate the approximate location of each miRNA binding site (see Supplemental Fig. S3 for detailed miRNA binding sites). HeLa cells were transfected with each luciferase reporter plasmid containing the partial wild-type 3′ UTRs of *MLC1* (A), *APOL3* (**B**), or *PLD1* (**C**,**D**) and either a scrambled miRNA control or indicated miRNA mimic. The ratio of RL/FL activity is shown and each wild-type plasmid was normalized and compared with the scrambled control. MicroRNA seed sequences were mutated (mut) for the indicated sites (see Supplemental Fig. S3 for specific mutations) and luciferase activity was measured as above and normalized to the scrambled control. Histograms represent the mean ± S.D. of three independent experiments. **P < 0.01, ***P < 0.001; Student’s t-test.

**Figure 6:**
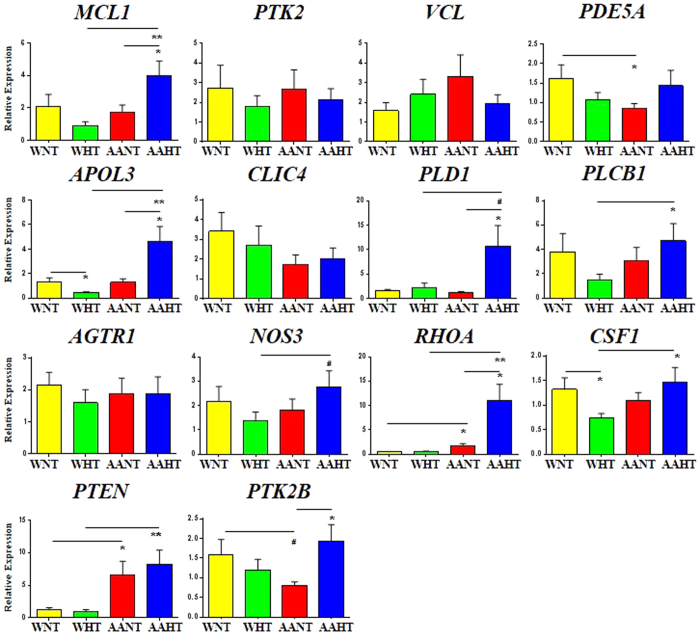
mRNA levels in PBMCs are differentially expressed by race and/or hypertension status. 14 mRNAs identified in the microarray and subsequent miRNA target analysis were validated in an expanded cohort (n = 20/group) using RT-qPCR with mRNA-specific primers, after exclusion of outliers. Histograms represent the mean ± SEM. *P < 0.05, **P < 0.01, ^#^*P* < 0.09; Student’s t-test.

**Table 1:** Summary of miRNA:mRNA target prediction.

I. microRNA	II. DIANA-microT predicted targets (^#^of genes)	III. ^#^Predicted targets differentially-expressed in PBMCs	IV. ^#^Predicted targets within IPA* gene sets & differentially-expressed in PBMCs	V. Total ^#^genes significantly repressed ≥1.5-fold by miRNA over-expression in HUVECs	VI. ^#^Predicted targets both repressed ≥1.5-fold by miRNA over-expression in HUVECs and differentially expressed in PBMCs	VII. ^#^Predicted targets repressed ≥1.5-fold by miRNA over-expression in HUVECs, differentially expressed in PBMCs, and within IPA*gene sets
miR-20a-5p	4,712	834	195	1,130	89	28
miR-30c-5p	3,724	669	150	833	45	14
miR-4763-5p	1,539	231	46	1,569	41	8
miR-4717-3p	3,632	628	153	1,661	114	28
miR-4709-3p	4,682	791	175	1,958	207	41
miR-103a-2-5p	4,031	669	147	N/A	N/A	N/A
miR-1253	4,729	710	158	N/A	N/A	N/A
miR-585-5p	255	38	7	N/A	N/A	N/A

*IPA gene lists (^#^genes/list): Inflammation-related (455), hypertension-related (118), renin-angiotensin (50) and nitric oxide signaling (44), focal adhesion kinase (77), actin cytoskeleton (84), left ventricle dysfunction (88), PI_3_K-Akt (58), hypertension pathway (136), VEGF (41), inflammation of the artery (54), atherosclerosis (45), blood flow (42), calcium signaling (47), Endothelin-1 (32), IL-6 (51) and NF-kB signaling (75), reactive oxygen species in macrophages (51), STAT3 pathway (23), blood pressure (129), CVD targets (18); 1,264 total genes. The individual genes for each gene set are listed in Supplemental Excel File 2.

**Table 2:** Correlation of PBMC expression levels of all miRNA and mRNA pairs in all individuals.

**Gene**	miR-20a-5p	miR-30c-5p	miR-4763-5p	miR-4717-3p	miR-4709-3p	miR-103a-2-5p	miR-1253	miR-585-5p
*MCL1*	0.41	0.44	−0.23*	−0.40***	−0.24*	0.53	−0.46***	−0.38***
*PTK2*	0.30	0.56	−0.13	−0.27**	0.04	0.46	−0.37***	−0.30**
*VCL*	0.08	0.06	−0.05	−0.14	0.10	−0.04	−0.15	0.08
*PDE5A*	0.41	0.42	−0.21*	−0.30**	−0.25*	0.55	−0.22*	−0.20*
*APOL3*	0.33	0.48	−0.23*	−0.23*	−0.15	0.31	−0.32**	−0.25*
*CLIC4*	0.28	0.30	0.03	−0.34**	−0.31**	0.24	−0.34**	−0.35**
*PLD1*	0.24	0.42	−0.14	−0.25*	−0.11	0.03	−0.27**	−0.23*
*PLCB1*	0.32	0.31	−0.17	−0.30**	−0.17	0.60	−0.41***	−0.32**
*AGTR1*	0.11	0.05	0.10	−0.14	−0.08	0.01	−0.09	−0.20*
*NOS3*	0.39	0.46	−0.07	−0.40***	−0.21*	0.32	−0.38***	−0.38***
*RHOA*	0.30	0.30	−0.12	−0.17	−0.14	0.08	−0.27*	−0.20*
*CSF1*	0.17	0.28	−0.22*	−0.16	−0.09	0.24	−0.05	−0.14
*PTEN*	0.54	0.38	0.02	−0.35**	−0.03	0.39	−0.38***	−0.36**
*PTK2B*	0.33	0.23	−0.13	−0.34**	−0.32**	0.30	−0.36***	−0.35**

One-tailed Pearson r correlation values are indicated. *P < 0.05, **P < 0.01, ***P < 0.001.

# Supplementary material for: Racial differences in microRNA and gene expression in hypertensive women
**Source:** Sci Rep. 2016 Oct 25;6:35815. doi: 10.1038/srep35815
**Supplement:** Supplementary Information

SUPPLEMENTAL MATERIAL

Racial differences in microRNA and gene expression in hypertensive women

Douglas F. Dluzen¹, Nicole Noren Hooten¹, Yongqing Zhang², Yoonseo Kim¹, Frank E. Glover¹, Salman M. Tajuddin¹, Kimberly D. Jacob^{1‡}, Alan B. Zonderman¹, and Michele K. Evans^{1*}

Table S1: Demographics for mRNA microarray

Characteristic	White normotensive (WNT) n=6	White hypertensive (WHT) n=6	African American normotensive (AANT) n=6	African American hypertensive (AAHT) n=6
Age, y	55.3 ± 3.20	55.3 ± 3.20	53.8 ± 3.49	55.2 ± 3.92
BMI	31.3 ± 2.99	33.2 ± 4.40	28.0 ± 5.98	34.0 ± 8.10
Total cholesterol, mg/dL	326 ± 30.5	227 ± 70.2	177 ± 38.6	194 ± 50.6
HDL, mg/dL	62 ± 13	53.8 ± 10.1	58.3 ± 17.9	51.3 ± 9.91
LDL, mg/dL	136 ± 19.2	117 ± 19.3	104 ± 36.8	119 ± 52.0
Triglycerides, mg/dL	137 ± 74.7	281 ± 407	73.8 ± 25.9	**119 ± 23.5** *
hsCRP, mg/L	3.67 ± 2.87	3.79 ± 3.08	6.93 ± 11.5	20.0 ± 18.7
Systolic BP, mmHg	121 ± 12.2	122 ± 24.7	115 ± 6.31	**137 ± 17.2** *
Diastolic BP, mmHg	74.8 ± 8.01	70.8 ± 7.41	67.0 ± 8.22	76.3 ± 8.07
Resp. Rate	13.3 ± 3.27	13.7 ± 1.97	16.8 ± 3.13	15.7 ± 3.45
Pulse	75.7 ± 4.80	73.6 ± 10.4	72.3 ± 10.2	71.0 ± 9.70
Heart disease, N (% Total)	0 (0.0)	0 (0.0)	0 (0.0)	1 (16.7)
Menopausal/Post-menopause, n (% Total)	6 (100.0)	4 (66.7)	5 (83.3)	6 (100.0)
Estrogen Therapy, n (% Total)	0 (0.0)	1 (16.7)	0 (0.0)	0 (0.0)
rx Statins, n (% Total)	0 (0.0)	2 (33.3)	1 (16.7)	3 (50.0)
CMV Serum+, n (% Total)	5 (83.3)	5 (83.3)	5 (83.3)	5 (83.3)
Diabetes, n (% Total)	0 (0.0)	1 (16.7)	0 (0.0)	1 (16.7)
Below Poverty, N (% Total)	2 (33.3)	1 (16.7)	3 (50.0)	1 (16.7)
rx Hypertension, n (% Total)	0 (0.0)	**3 (50.0)†**	0 (0.0)	**5 (83.3)†**

*, $P < 0.05$; AAHT vs. AANT, Student's T-test

†, $P < 0.001$; HTN vs. NHT; Fisher's Exact Test

WNT = white normotensive; WHT = white hypertensive; AANT = African American normotensive; AAHT = African American hypertensive; HTN = all hypertensives; NHT = non hypertensives

Table S2: Demographics for miRNA microarray

Characteristic	White Non-hypertensive (WNHT) n=10	White Hypertensive (WHT) n=10	African American Non-hypertensive (AANT) n=10	African American Hypertensive (AAHT) n=10
Age, y	54.7 ± 2.91	54.9 ± 3.18	54.9 ± 3.18	54.9 ± 3.18
BMI	28.9 ± 4.37	**34.3 ± 6.55** *	26.6 ± 5.33	**34.7 ± 7.13†**
Total cholesterol, mg/dL	222 ± 26.4	209 ± 59.2	168.8 ± 36.3	190.6 ± 38.1
HDL, mg/dL	59.5 ± 14.0	52.5 ± 13.4	60.2 ± 15.7	57.0 ± 11.0
LDL, mg/dL	135 ± 19.4	**111 ± 19.1** *	94.1 ± 35.8	113 ± 39.8
Triglycerides, mg/dL	136 ± 63.7	226 ± 313	72.4 ± 19.8	**102 ± 29.5†**
hsCRP, mg/L	3.49 ± 2.86	7.37 ± 10.1	4.33 ± 9.18	14.4 ± 16.2
Systolic BP, mmHg	115 ± 12.3	118 ± 19.6	114 ± 7.28	**132 ± 17.4†**
Diastolic BP, mmHg	71.7 ± 7.83	70.7 ± 6.22	65.6 ± 6.88	**77.4 ± 9.36†**
Resp. Rate	13.8 ± 2.91	14.6 ± 2.07	15.9 ± 3.02	16.2 ± 3.46
Pulse	71.4 ± 7.6	73.0 ± 8.55	74.0 ± 10.3	73.2 ± 10.9
Heart disease, N (% Total)	0 (0.0)	2 (20.0)	0 (0.0)	1 (10.0)
Menopausal/Post-menopause, n (% Total)	8 (80.0)	7 (70.0)	9 (90.0)	9 (90.0)
Estrogen Therapy, n (% Total)	0 (0.0)	1 (10.0)	0 (0.0)	0 (0.0)
rx Statins, n (% Total)	0 (0.0)	**4 (40.0)‡**	1 (10.0)	**3 (30.0)‡**
CMV Serum+, n (% Total)	7 (10.0)	8 (80.0)	7 (10.0)	9 (90.0)
Diabetes, n (% Total)	0 (0.0)	**2 (20.0)‡**	0 (0.0)	**2 (20.0)‡**
Below Poverty, N (% Total)	2 (20.0)	3 (30.0)	3 (30.0)	2 (20.0)
rx Hypertension, n (% Total)	0 (0.0)	**7 (70.0)§**	0 (0.0)	**7 (70.0)§**

*, $P < 0.05$; WHT vs. WNT, Student's T-test

†, $P < 0.05$; AAHT vs. AANT; Student's T-test

‡, $P < 0.05$; HTN vs. NHT; Fisher's Exact Test

§, $P < 0.001$; HTN vs. NHT; Fisher's Exact Test

WNT = white normotensive; WHT = white hypertensive; AANT = African American normotensive; AAHT = African American hypertensive; HTN = all hypertensives; NHT = non hypertensives

Table S3: Demographics for validation cohort

Characteristic	White Non-hypertensive (WNT) n=20	White Hypertensive (WHT) n=20	African American Non-hypertensive (AANT) n=20	African American Hypertensive (AAHT) n=20
Age, y	54.3 ± 2.52	56.5 ± 2.91	54.7 ± 2.91	56.0 ± 2.78
BMI	30.1 ± 5.6	34.1 ± 8.5	28.2 ± 4.94	**34.4 ± 6.2** *
Total cholesterol, mg/dL	214 ± 31.0	200 ± 51.2	185 ± 34.4	192 ± 37.3
HDL, mg/dL	54.7 ± 13.3	51.3 ± 12.7	58.0 ± 15.3	61.4 ± 12.9
LDL, mg/dL	131 ± 31.3	112 ± 29.2	110 ± 33.0	112 ± 26.1
Triglycerides, mg/dL	144 ± 66.2	134 ± 69.6	82.6 ± 22.9	92.5 ± 31.8
hsCRP, mg/L	4.11 ± 4.02	7.06 ± 8.14	4.31 ± 6.98	10.9 ± 12.6
Systolic BP, mmHg	116 ± 13.2	125 ± 22.0	116 ± 10.5	**133 ± 15.8** *
Diastolic BP, mmHg	71.6 ± 7.12	72.4 ± 8.58	69.2 ± 8.37	75.7 ± 9.68
Resp. Rate	14.3 ± 2.21	15.2 ± 2.80	16.2 ± 3.13	16.1 ± 3.06
Pulse	72.9 ± 8.30	73.2 ± 8.76	73.6 ± 10.8	74.1 ± 8.52
Heart disease, N (% Total)	0 (0.0)	2 (10.0)	0 (0.0)	1 (5.0)
Menopausal/Post-menopause, n (% Total)	15 (75.0)	17 (85.0)	18 (90.0)	19 (95.0)
Estrogen Therapy, n (% Total)	1 (5.0)	1 (5.0)	0 (0.0)	0 (0.0)
rx Statins, n (% Total)	0 (0.0)	**5 (25.0)†**	2 (10.0)	**7 (35.0)†**
CMV Serum+, n (% Total)	12 (60.0)	15 (75.0)	16 (80.0)	18 (90.0)
Diabetes, n (% Total)	1 (5.0)	**5 (25.0)‡**	1 (5.0)	**3 (15.0)‡**
Below Poverty, N (% Total)	3 (15.0)	7 (35.0)	7 (35.0)	6 (35.0)
rx Hypertension, n (% Total)	0 (0.0)	**13 (65.0)§**	0 (0.0)	**12 (60.0)§**

*, $P < 0.05$; AAHT vs. AANT, Student's T-test

†, $P < 0.01$; HTN vs NHT, Fisher's Exact Test

‡, $P < 0.001$; HTN vs NHT, Fisher's Exact Test

§, $P < 0.05$; HTN vs. NHT, Fisher's Exact Test

WNT = white normotensive; WHT = white hypertensive; AANT = African American normotensive; AAHT = African American hypertensive; HTN = all hypertensives; NHT = all normotensives

Table S4: Primer sequences for RT-qPCR

Gene	Forward Primer	Reverse Primer
<i>U6</i>	CGCAAGGATGACACGCAAATTC	
miR-20a-5p	TAAAGTGCTTATAGTGCAGGTAG	
miR-4763-5p	CGCCTGCCCAGCCCTCCTGCT	
miR-30c-5p	TGTAAACATCCTACACTCTCAGC	
miR-103a-2-5p	AGCTTCTTTACAGTGTGCTTG	
miR-4717-3p	ACACATGGGTGGCTGTGGCCT	
miR-4709-3p	TTGAAGAGGAGGTGCTCTGTAGC	
miR-4746-3p	AGCGGTGCTCCTGCGGGCCGA	
miR-1253	AGAGAAGAAGATCAGCCTGCA	
miR-585-5p	CTAGCACACAGATACGCCCAGA	
miR-147a	GTGTGTGGAAATGCTTCTGC	
miR-574-5p	TGAGTGTGTGTGTGTGAGTGTGT	
<i>RNU24</i>	TTAAACCACCAAGATCGCTGA	GGTGATGACATTTTAAAC
<i>CSF1</i>	GCAAGAAGTCAACAACAGC	TCACTGCTAGGGATGGCTTT
<i>GAPDH</i>	GCTCCTCCTGTTCGACAGTCA	ACCTTCCCATGGTGTCTGA
<i>ACTB</i>	GGACTTCGAGCAAGAGATGG	AGCACTGTGTTGGCGTACAG
<i>APOL3</i>	AGAGAAGTCAGCCAGTGCAT	AGAGAGCATCTGCCTCATCC
<i>PLCB1</i>	TGCACGCCTTGCAACTCAA	ACAATAGTTGAGTCATCATCCCAC
<i>PDE5A</i>	ACTTGCATTGCTGATTGCTG	AGTAAAGCTGGGCAAGTGGA
<i>PTEN</i>	TTTAAAGGCACAAGAGGCC	GGGAATAGTTACTCCCTTTTGTCT
<i>MCL1</i>	ACAAAGAGGCTGGGATGGGT	TACTCCAGCAACACCTGCAA
<i>VCL</i>	GTCCGGGTTGGAAAAAGAGAC	CTTGGTGCAAGCAATTCTCAA
<i>PTK2B</i>	GATAAACTATATGGCAGGGAGGGC	CACCTTTACCCCAAACCTCAGGT
<i>PTK2</i>	TGTGGGTAAACCAGATCCTGC	AAGCTTGACACCCTCGTTGT
<i>NOS3</i>	ACATCTTCAGCCCCAAACGG	GGATCAGACCTGGCAGCAAC
<i>RHOA</i>	GGATTTCGTTGCTGAGCAAT	GGGAAGTGGTCCTTGCTGAA
<i>PLD1</i>	TAACGTACAGTTGCTCCGCTC	ATCACATGGACGTAAGCGGC
<i>CLIC4</i>	GAAACTGCCCTTTTCCCAGA	CTGGCTTCCTTTTCAAGTCAAC
<i>AGTR1</i>	CGCGGGTTTGATATTTGACA	AAATACACCTGGTGCCGACT
<i>APOL3</i> 3' UTR Site 1 SDM	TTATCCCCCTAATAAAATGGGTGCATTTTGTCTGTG<br>GCCTG	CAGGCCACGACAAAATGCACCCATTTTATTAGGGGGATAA
<i>APOL3</i> 3' UTR Site 2 SDM	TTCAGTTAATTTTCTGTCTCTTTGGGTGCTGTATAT<br>GAGTAATGAGACTG	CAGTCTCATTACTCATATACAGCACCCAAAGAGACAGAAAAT<br>TAACTGAA
<i>PLD1</i> 3' UTR Site 1 SDM (miR-4709-3p)	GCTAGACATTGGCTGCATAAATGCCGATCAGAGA<br>AGAATAAGGAGATT	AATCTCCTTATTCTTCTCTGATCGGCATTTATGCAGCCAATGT<br>CTAGC
<i>PLD1</i> 3' UTR Site 2 SDM (miR-4709-3p)	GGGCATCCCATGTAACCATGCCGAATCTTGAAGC<br>AGCATTAC	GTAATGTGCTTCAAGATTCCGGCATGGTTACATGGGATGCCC
<i>PLD1</i> 3' UTR Site 3 SDM (miR-4709-3p)	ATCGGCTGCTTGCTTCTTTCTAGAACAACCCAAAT<br>GAGAG	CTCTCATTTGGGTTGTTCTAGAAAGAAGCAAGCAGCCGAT
<i>PLD1</i> 3' UTR Site 4 SDM (miR-4709-3p)	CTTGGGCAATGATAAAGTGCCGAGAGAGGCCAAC<br>AATGGG	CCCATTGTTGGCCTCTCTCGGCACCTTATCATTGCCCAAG
<i>MCL1</i> 3' UTR Site 1 SDM	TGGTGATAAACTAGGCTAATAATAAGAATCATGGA<br>AACCAAGCC	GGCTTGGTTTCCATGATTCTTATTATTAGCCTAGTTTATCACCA
<i>MCL1</i> 3' UTR Site 2 SDM	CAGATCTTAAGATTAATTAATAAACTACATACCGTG<br>CTTTTAGGTCCTTAGAGATACATGATA	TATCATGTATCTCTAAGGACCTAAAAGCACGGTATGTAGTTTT<br>TAATTAATCTTAAGATCTG
<i>PLD1</i> 3' UTR SDM (miR-4717-3p)	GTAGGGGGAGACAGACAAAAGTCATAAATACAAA<br>ATATCAGAGGGTTCA	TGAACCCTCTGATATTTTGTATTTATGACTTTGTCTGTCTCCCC<br>CTA

Table S5. Influence of anti-hypertension medication on miRNA levels in hypertensives

**Gene**	**Average Expression in<br>Untreated Hypertensives<br>(n=15; $\pm$ S.E.M.)**	**Average Expression in<br>Treated Hypertensives<br>(n=25; $\pm$ S.E.M.)**	**P-Value (Treated<br>vs. Untreated)** *
miR-20a-5p	1.60 $\pm$ 0.45	2.46 $\pm$ 0.86	1
miR-30c-5p	1.36 $\pm$ 0.46	2.73 $\pm$ 1.26	0.675
miR-4763-5p	2.02 $\pm$ 0.39	1.81 $\pm$ 0.34	0.693
miR-4717-3p	1.47 $\pm$ 0.28	2.11 $\pm$ 0.42	0.283
miR-4709-3p	1.42 $\pm$ 0.35	2.05 $\pm$ 0.51	0.557
miR-103a-2-5p	1.01 $\pm$ 0.13	1.25 $\pm$ 0.18	0.655
miR-1253	1.80 $\pm$ 0.37	2.71 $\pm$ 0.60	0.277
miR-585-5p	2.87 $\pm$ 1.37	5.80 $\pm$ 1.57	0.201
miR-4746-3p	1.32 $\pm$ 0.21	1.40 $\pm$ 0.21	0.811

*Mann-Whitney T-test

Table S6. Influence of statins on miRNA levels in hypertensives

**Gene**	**Average Expression in<br>Untreated Hypertensives<br>(n=28; $\pm$ S.E.M.)**	**Average Expression in<br>Treated Hypertensives<br>(n=12; $\pm$ S.E.M.)**	**P-Value (Treated<br>vs. Untreated)** *
miR-20a-5p	2.61 $\pm$ 0.77	1.05 $\pm$ 0.47	**0.046**
miR-30c-5p	2.57 $\pm$ 1.13	1.38 $\pm$ 0.59	0.232
miR-4763-5p	1.58 $\pm$ 0.31	2.61 $\pm$ 0.47	0.065
miR-4717-3p	1.77 $\pm$ 0.39	2.10 $\pm$ 0.33	0.608
miR-4709-3p	1.77 $\pm$ 0.47	1.90 $\pm$ .040	0.244
miR-103a-2-5p	1.27 $\pm$ 0.17	0.91 $\pm$ 0.07	0.526
miR-1253	2.21 $\pm$ 0.50	2.73 $\pm$ 0.66	0.563
miR-585-5p	4.81 $\pm$ 1.45	4.47 $\pm$ 1.53	0.891
miR-4746-3p	1.16 $\pm$ 0.17	1.85 $\pm$ 0.29	**0.038**

*Mann-Whitney T-test

Table S7. Influence of anti-hypertension medication on mRNA levels in hypertensives

**Gene**	**Average Expression in Untreated Hypertensives (n=15; $\pm$ S.E.M.)**	**Average Expression in Treated Hypertensives (n=25; $\pm$ S.E.M.)**	**P-Value (Treated vs. Untreated)** *
<i>MCL1</i>	2.11 $\pm$ 0.58	3.10 $\pm$ 1.22	0.576
<i>PTK2</i>	1.55 $\pm$ 0.43	2.38 $\pm$ 0.63	0.346
<i>VCL</i>	3.69 $\pm$ 1.57	2.93 $\pm$ 0.88	0.801
<i>PDE5A</i>	1.58 $\pm$ 0.43	2.29 $\pm$ 0.73	0.451
<i>APOL3</i>	2.86 $\pm$ 1.09	3.33 $\pm$ 1.16	0.328
<i>CLIC4</i>	8.35 $\pm$ 3.79	4.11 $\pm$ 2.15	0.451
<i>PLD1</i>	6.04 $\pm$ 3.80	10.9 $\pm$ 4.03	0.127
<i>PLCB1</i>	2.49 $\pm$ 0.74	2.94 $\pm$ 1.03	0.264
<i>AGTR1</i>	3.67 $\pm$ 1.40	3.66 $\pm$ 1.47	0.635
<i>NOS3</i>	2.27 $\pm$ 0.71	2.96 $\pm$ 1.15	0.635
<i>RHOA</i>	3.95 $\pm$ 1.78	5.34 $\pm$ 1.87	0.911
<i>CSF1</i>	1.41 $\pm$ 0.34	1.43 $\pm$ 0.37	0.516
<i>PTEN</i>	10.7 $\pm$ 4.18	7.81 $\pm$ 3.79	0.371
<i>PTK2B</i>	2.55 $\pm$ 1.08	2.86 $\pm$ 1.56	0.503

*Mann-Whitney T-test

Table S8. Influence of statins on mRNA levels in hypertensives

**Gene**	**Average Expression in Untreated Hypertensives (n=28; $\pm$ S.E.M.)**	**Average Expression in Treated Hypertensives (n=12; $\pm$ S.E.M.)**	**P-Value (Treated vs. Untreated)** *
<i>MCL1</i>	2.52 $\pm$ 0.59	3.20 $\pm$ 2.31	0.384
<i>PTK2</i>	1.83 $\pm$ 0.45	2.58 $\pm$ 0.95	0.422
<i>VCL</i>	3.42 $\pm$ 0.93	2.75 $\pm$ 1.58	0.295
<i>PDE5A</i>	1.77 $\pm$ 0.47	2.63 $\pm$ 1.18	0.565
<i>APOL3</i>	2.95 $\pm$ 0.89	3.77 $\pm$ 1.94	0.522
<i>CLIC4</i>	5.53 $\pm$ 2.35	6.12 $\pm$ 3.69	0.507
<i>PLD1</i>	8.66 $\pm$ 3.54	10.04 $\pm$ 5.47	0.829
<i>PLCB1</i>	2.73 $\pm$ 0.82	2.87 $\pm$ 1.35	0.69
<i>AGTR1</i>	4.11 $\pm$ 1.46	2.62 $\pm$ 0.71	0.526
<i>NOS3</i>	2.83 $\pm$ 1.04	2.42 $\pm$ 0.85	0.965
<i>RHOA</i>	4.23 $\pm$ 1.42	6.19 $\pm$ 3.04	0.941
<i>CSF1</i>	1.60 $\pm$ 0.35	0.96 $\pm$ 0.25	0.408
<i>PTEN</i>	8.91 $\pm$ 3.50	8.81 $\pm$ 4.84	0.871
<i>PTK2B</i>	2.74 $\pm$ 1.39	2.76 $\pm$ 1.34	0.545

*Mann-Whitney T-test

Table S9. Correlation between PBMC expression levels of all miRNA and mRNA pairs in all normotensive individuals.

Gene	miR-20a-5p	miR-30c-5p	miR-4763-5p	miR-4717-3p	miR-4709-3p	miR-103a-2-5p	miR-1253	miR-585-5p
<i>MCL1</i>	0.53	0.66	-0.14	-0.37*	-0.15	0.57	-0.47**	-0.39*
<i>PTK2</i>	0.51	0.85	-0.15	-0.31*	0.11	0.55	-0.40**	-0.37*
<i>VCL</i>	0.16	0.19	0.08	-0.11	0.20	-0.01	-0.12	-0.10
<i>PDE5A</i>	0.43	0.47	-0.41**	-0.36*	-0.33*	0.56	-0.18	-0.05
<i>APOL3</i>	0.24	0.52	-0.31*	-0.39*	-0.02	0.32	-0.30*	-0.22
<i>CLIC4</i>	0.51	0.44	-0.01	-0.38*	-0.36*	0.34	-0.41**	-0.38**
<i>PLD1</i>	0.24	0.29	0.03	-0.18	0.09	0.12	-0.22	-0.21
<i>PLCB1</i>	0.41	0.42	-0.17	-0.37*	-0.15	0.65	-0.45**	-0.42**
<i>AGTR1</i>	-0.04	-0.10	0.12	-0.08	-0.06	-0.15	-0.03	-0.02
<i>NOS3</i>	0.25	0.34	0.03	-0.39**	-0.15	0.39	-0.36*	-0.35*
<i>RHOA</i>	0.09	0.46	0.15	-0.16	0.13	0.18	-0.19	-0.28
<i>CSF1</i>	-0.14	0.19	-0.27	-0.05	-0.08	0.10	0.11	0.24
<i>PTEN</i>	0.35	0.32	0.19	-0.27	0.20	0.15	-0.35*	-0.36*
<i>PTK2B</i>	0.50	0.35	-0.26	-0.37*	-0.33*	0.36	-0.28*	-0.27
One-tailed Pearson r correlation values are indicated. * $P<0.05$, ** $P<0.01$, *** $P<0.001$								

Table S10. Correlation between PBMC expression levels of all miRNA and mRNA pairs in all hypertensive individuals.

Gene	miR-20a-5p	miR-30c-5p	miR-4763-5p	miR-4717-3p	miR-4709-3p	miR-103a-2-5p	miR-1253	miR-585-5p
<i>MCL1</i>	0.35	0.29	-0.33*	-0.42**	-0.37*	0.57	-0.44**	-0.41**
<i>PTK2</i>	0.17	0.18	-0.13	-0.26	-0.29*	0.14	-0.45**	-0.34*
<i>VCL</i>	0.03	-0.08	-0.32*	-0.21	-0.14	-0.16	-0.21	0.22
<i>PDE5A</i>	0.39	0.40	0.02	-0.25	-0.18	0.60	-0.27	-0.27
<i>APOL3</i>	0.34	0.49	-0.25	-0.21	-0.21	0.42	-0.36*	-0.30*
<i>CLIC4</i>	0.12	0.14	0.09	-0.30*	-0.28*	0.11	-0.27	-0.36*
<i>PLD1</i>	0.21	0.43	-0.24	-0.28*	-0.21	0.10	-0.30*	-0.27*
<i>PLCB1</i>	0.27	0.22	-0.18	-0.21	-0.26	0.57	-0.37*	-0.31*
<i>AGTR1</i>	0.22	0.18	0.07	-0.21	-0.19	0.21	-0.16	-0.26
<i>NOS3</i>	0.48	0.56	-0.20	-0.43**	-0.32*	0.27	-0.41**	-0.42**
<i>RHOA</i>	0.30	0.31	-0.19	-0.19	-0.16	0.14	-0.31*	-0.26
<i>CSF1</i>	0.34	0.34	-0.26	-0.30*	-0.19	0.40	-0.26	-0.26
<i>PTEN</i>	0.66	0.44	-0.20	-0.45**	-0.37*	0.67	-0.42**	-0.42**
<i>PTK2B</i>	0.23	0.15	0.03	-0.30*	-0.31*	0.31	-0.43**	-0.44**
One-tailed Pearson r correlation values are indicated. * $P<0.05$, ** $P<0.01$, *** $P<0.001$								

Table S11. Correlation between PBMC expression levels of all miRNA and mRNA pairs in all white individuals.

Gene	miR-20a-5p	miR-30c-5p	miR-4763-5p	miR-4717-3p	miR-4709-3p	miR-103a-2-5p	miR-1253	miR-585-5p
<i>MCL1</i>	0.56	0.72	-0.36*	-0.38**	-0.34*	0.62	-0.44**	-0.32*
<i>PTK2</i>	0.46	0.87	-0.25	-0.30*	-0.26**	0.59	-0.43**	-0.34*
<i>VCL</i>	-0.14	-0.15	-0.41**	-0.25	-0.16	-0.14	-0.14	0.34
<i>PDE5A</i>	0.54	0.49	-0.24	-0.36*	-0.26	0.53	-0.26	-0.25
<i>APOL3</i>	0.40	0.49	-0.26	-0.27	-0.19	0.42	-0.11	-0.25
<i>CLIC4</i>	0.53	0.52	-0.06	-0.43**	-0.38*	0.35	-0.48**	-0.46**
<i>PLD1</i>	0.21	0.23	0.10	-0.23	-0.14	0.07	-0.33*	-0.40**
<i>PLCB1</i>	0.44	0.48	-0.37**	-0.39**	-0.26	0.72	-0.44**	-0.34*
<i>AGTR1</i>	0.01	0.02	0.13	-0.03	0.02	0.09	0.01	-0.25
<i>NOS3</i>	0.41	0.40	-0.19	-0.42**	-0.34*	0.44	-0.36*	-0.39**
<i>RHOA</i>	0.31	0.32	-0.38*	-0.42**	-0.38*	0.03	-0.28	-0.09
<i>CSF1</i>	-0.07	0.20	-0.29*	-0.19	-0.18	0.18	0.07	-0.05
<i>PTEN</i>	0.38	0.07	0.05	-0.26	-0.13	0.25	-0.23	-0.36*
<i>PTK2B</i>	0.56	0.40	-0.20	-0.47**	-0.40	0.33	-0.45**	-0.46**
One-tailed Pearson r correlation values are indicated. * $P<0.05$, ** $P<0.01$, *** $P<0.001$								

Table S12. Correlation between PBMC expression levels of all miRNA and mRNA pairs in all African American individuals.

Gene	miR-20a-5p	miR-30c-5p	miR-4763-5p	miR-4717-3p	miR-4709-3p	miR-103a-2-5p	miR-1253	miR-585-5p
<i>MCL1</i>	0.32	0.28	-0.18	-0.41**	-0.15	0.48	-0.45**	-0.47**
<i>PTK2</i>	0.23	0.40	-0.03	-0.24	0.40	0.23	-0.32*	-0.30*
<i>VCL</i>	0.15	0.12	0.13	-0.06	0.32	0.05	-0.13	-0.16
<i>PDE5A</i>	0.38	0.40	-0.17	-0.26	-0.28	0.63	-0.21	-0.27
<i>APOL3</i>	0.28	0.44	-0.26	-0.23	-0.14	0.31	-0.37*	-0.25
<i>CLIC4</i>	0.12	0.13	0.18	-0.26	-0.25	0.04	-0.25	-0.32*
<i>PLD1</i>	0.19	0.39	-0.20	-0.28*	-0.09	0.02	-0.27	-0.24
<i>PLCB1</i>	0.25	0.21	-0.04	-0.20	-0.06	0.46	-0.36*	-0.29*
<i>AGTR1</i>	0.15	0.07	0.09	-0.22	-0.18	-0.09	-0.17	-0.22
<i>NOS3</i>	0.38	0.49	0.00	-0.39**	-0.06	0.19	-0.38**	-0.41**
<i>RHOA</i>	0.29	0.27	-0.14	-0.19	-0.15	0.05	-0.28*	-0.18
<i>CSF1</i>	0.24	0.30	-0.18	-0.11	0.00	0.31	-0.11	-0.25
<i>PTEN</i>	0.54	0.42	0.00	-0.43**	0.06	0.57	-0.42**	-0.48**
<i>PTK2B</i>	0.20	0.10	-0.08	-0.20	-0.23	0.26	-0.27	-0.22
One-tailed Pearson r correlation values are indicated. * $P<0.05$, ** $P<0.01$, *** $P<0.001$								

Supplementary Figure S1

Renin-Angiotensin Signaling

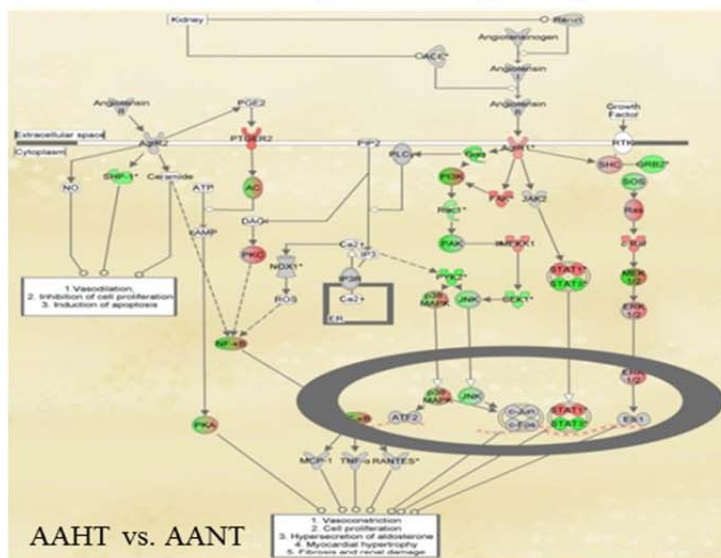

Nitric Oxide Signaling

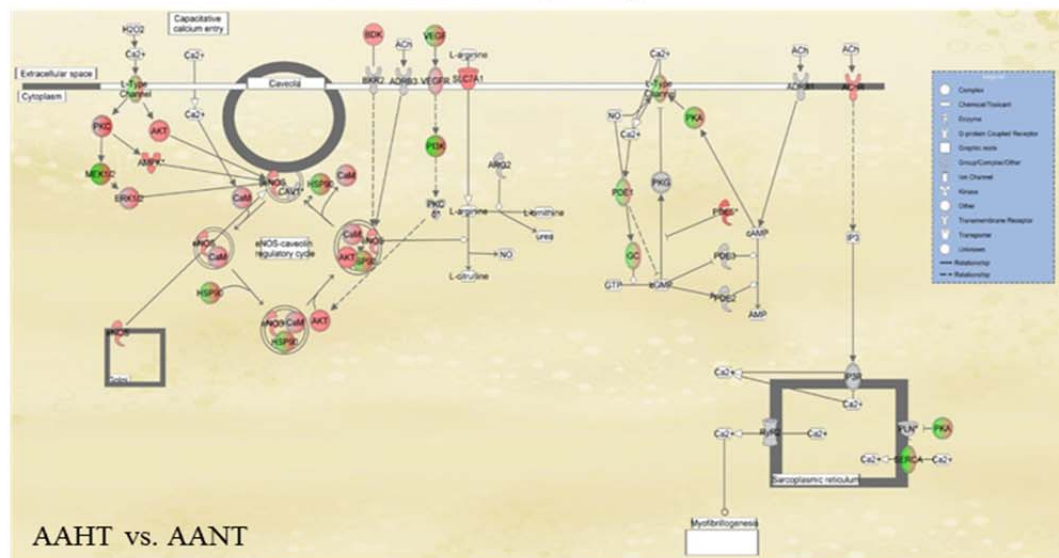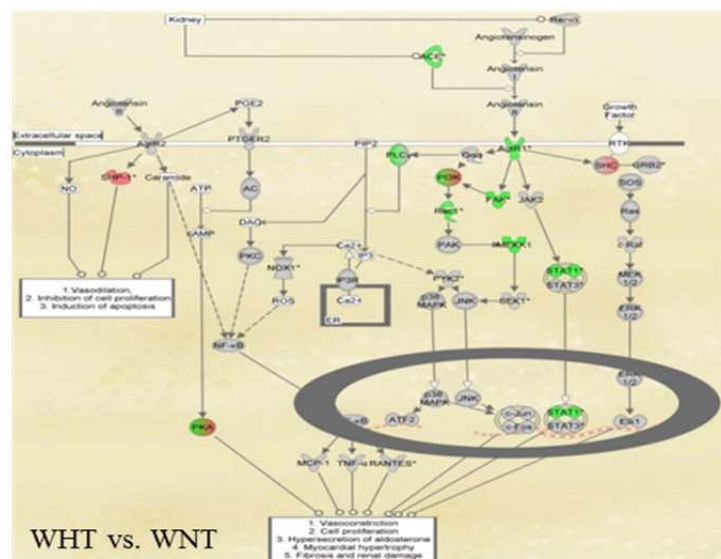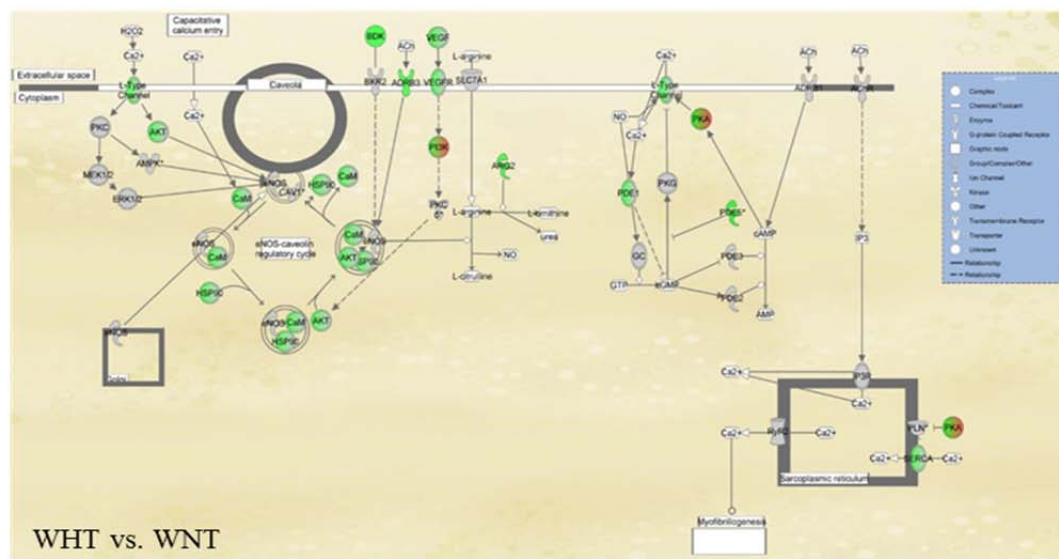

Supplementary Figure S2

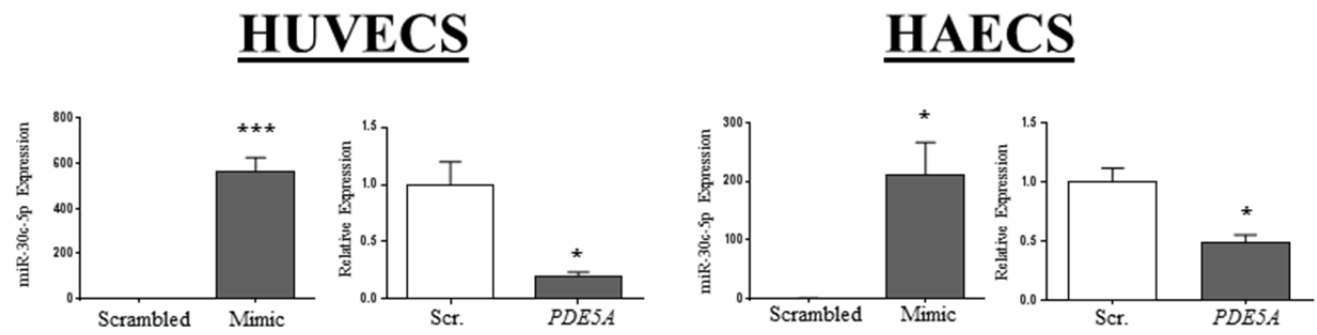

Supplementary Figure S3

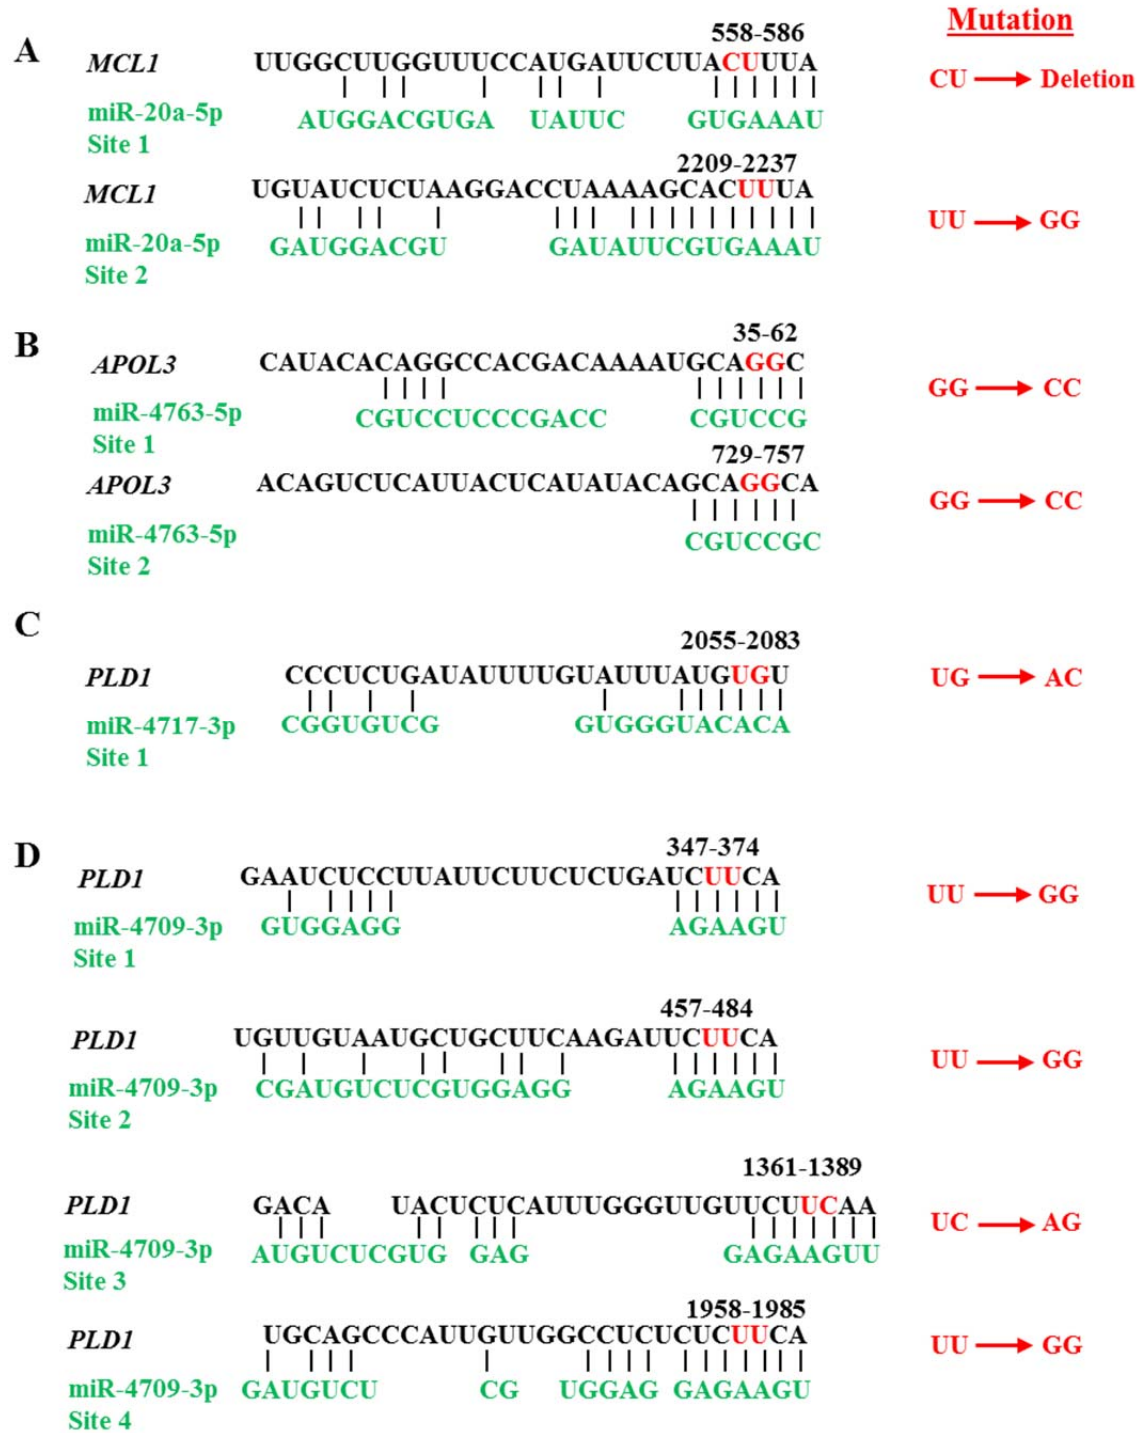

Supplemental Figure Legends

Supplementary Figure S1: Analysis of mRNA expression changes in hypertension-related gene pathways. IPA was used to visualize fold changes in mRNA expression in hypertensive African Americans (AA; Top) or whites (Bottom) in the renin-angiotensin signaling pathway (Left) or in the nitric oxide signaling pathway (Right). Expression levels are compared with normotensive controls for each race. Red indicates significantly up-regulated genes and green indicates significantly down-regulated genes.

Supplementary Figure S2: Hypertension and race-associated miRNA target validation. HUVECs (left) and HAECs (right) were transiently transfected with precursor miR-30c-5p mimic. Predicted target *PDE5A* was quantified by RT-qPCR. miRNA levels are compared to scrambled control. Histograms for *PDE5A* expression levels in the presence of miR-30c-5p are compared to scrambled control. Histograms represent the mean $\pm$ SEM. * $P < 0.05$; *** $P < 0.001$; Student's T-test.

Supplementary Figure S3: Point mutations introduced into predicted miRNA binding sites in target mRNA 3' UTRs. Predicted miRNA binding sites of *MCL1* (A), *APOL3* (B), *PLD1* (C & D) and their respective miRNA regulators are indicated (green). The numbers above each binding site represent the specific nucleotides within each 3' UTR, starting from the first nucleotide of the 3' UTR of each mRNA. Nucleotides (red) within each binding site seed sequence were changed using site-directed mutagenesis and changes are indicated on the right.

How the deposited data were processed for this re-analysis (not part of the article)

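The data are Illumina HT-12 v4 expression arrays of HUVECs transfected with the miR-4709-3p mimic, the miR-4717-3p mimic or a scrambled control, with 3 arrays per group and 9 in all. The groups are those of the sample labels, and no column of the files was left out. The authors deposited bead-averaged signal intensities on the linear scale, which were neither normalized nor background subtracted. With each intensity the authors deposited a detection p-value, which falls as the signal of the array rises and moves in equal steps; how it was computed is not given in the sources used here. The deposited series value of each probe is a standardized score (Z-score), for which the authors centred the log signals of an array on their mean and divided them by their SD. These values equal within rounding what the same steps give here from the intensities. The software named in the submitters' notes is GenomeStudio, and the tool that made the Z-scores is not given in the sources used here.

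From the intensities, log2 signals were computed with neqc of limma 3.58.1 in R 4.3.3 (statmod 1.5.0), which subtracts background by normexp with the detection p-values, adds an offset of 16 and normalizes by quantiles. Probes with a detection p-value under 0.05 on all 3 arrays of at least 1 group were kept, 18924 in all, of which 14541 had a single gene symbol. Probes without a symbol in the annotation used here, 17110 on the array, were not named. A gene with several passing probes, as 2914 had, was represented by the one with the highest mean signal. A model with a mean per group was fitted to the 9 arrays with limma, with empirical Bayes moderation, and each mimic was compared with the control and with the other mimic. p-values were adjusted by the Benjamini-Hochberg method over 10882 genes. Where no array of a group detected a probe, the fold is given as a lower limit, and where some arrays did, their number is given.

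Gene lists of pathways, stress responses and cell types, and the study's own IPA gene sets, were tested with camera of limma at its preset correlation of 0.01, and 92 tests were adjusted together. Each was repeated with the correlation estimated from the data and with fry. Lists with fewer than 3 measured members were not tested. The predicted target lists come from the study's supplementary tables. Their median log2 fold change was compared with that of other genes that differed in PBMCs by 100000 permutations of genes, which cannot give a p under 1e-05.

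The genes named in the text follow a rule: for each mimic, the 10 largest decreases and the 10 largest increases among genes with an adjusted p under 0.05 whose 3 mimic arrays all lie on the same side of all 3 control arrays, and for the difference between the mimics the 5 largest each way; the genes the study names or quantified; up to 4 members of each described list with the largest change; and the 5 largest decreases in Column VII of Table 1. The decreased genes in the tables of the paper, which come from these arrays, had been seen when the rule and the gene lists were written. This rule, the gene lists, the model, the thresholds and the alternatives were chosen before the data were examined, except where the text says otherwise.

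The alternatives were quantile normalization without background correction, Z-scores, median scaling, the deposited Z-scores, no detection filter, a detection p-value under 0.01 on all 9 arrays, the mean of a gene's probes, every probe on its own, only the 6 arrays of a comparison, the replicate number as a block, array weights, other thresholds, the selection of the paper's methods, and leaving out each array in turn. The pipeline was tested on simulated data with 50 changed genes at each fold: it recovered 6% at 1.25-fold and 100% at 3-fold, with 9 false calls, and made 0 limma calls in a comparison without changes. No value of XIST or of Y-linked genes was used. Some gene and gene list results are not reported here. The shift of genes with seed sites in their 3' UTRs was planned but not analysed here.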

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

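The tests of GAPDH against the other glycolysis genes and against a change in the control alone, and of an interferon response common to all groups, were chosen only after the results were seen.

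GAPDH, the glycolytic enzyme that the study used with ACTB as a reference in RT-qPCR, is outside the genes the paper discusses as changed and had a log2 fold change of 1.119 with the miR-4709-3p mimic (limma adjusted p over probes = 4.23e-05) and of 1.179 with the miR-4717-3p mimic (limma adjusted p over probes = 6.63e-05). Array scaling did not account for it, since the lowest value over its 3 probes, both mimics and 4 other scalings was 1.1. A rise of glycolysis as a whole did not account for it either, since the higher of the medians of the other 18 glycolysis genes was 0.207 (95% bootstrap interval -0.0992 to 0.34). A change in the scrambled control alone could not be told from a change under both mimics, since the mimics differed by -0.0605. Its companion ACTB stood at 0.23 and 0.24 and did not pass (limma adjusted p over probes = 0.15 and 0.156).

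The interferon-stimulated genes are outside the genes the paper discusses, and their median was 1.08 with the miR-4709-3p mimic and differed by 1.18 between the mimics, by the direct comparison. A response to transfected RNA that is equal in all 3 groups cancels in this comparison, so the test could not have favored it once the groups differed. The difference of 1.18 (95% bootstrap interval over genes 0.782 to 1.68) thus restates that the mimics differ. The bootstrap treats genes as independent, and camera of limma with an estimated correlation gave an adjusted p = 0.468 for the direct comparison. A response to the sequence or the preparation of the miR-4709-3p mimic was not tested. Leaving out each of the 9 arrays in turn gave a median of 0.849 to 1.31, so no single array carries it. Other scalings of the arrays gave 0.636 to 1.09.

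Both mimics were compared with the same 3 control arrays, which alone makes their changes resemble each other. The covariance of the log2 fold changes of the mimics was 0.102, above the highest of 100 simulations of unchanged groups with shared controls (0.0159), so chance values of the control arrays do not account for all of the shared changes. A change in the control group itself, such as an effect of the scrambled RNA, would also be shared and could not be told from a response common to both mimics with this value of 0.102.

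The other results that stand out lie in genes outside those the paper discusses or differ between the mimics by the direct comparison. With the miR-4709-3p mimic the median log2 fold change was -1.48 for G2/M genes, -0.998 for genes of DNA replication and S phase, -2.07 for metallothioneins, 0.629 for cholesterol synthesis and -0.765 for epithelial markers. With the miR-4717-3p mimic it was -0.607 for chemokines and leukocyte adhesion and 0.942 for cholesterol synthesis. Between the mimics, the chemokine list differed by 1.29 and the NRF2 list by -0.89.

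The 6 arrays of each comparison can be divided into groups of 3 in 10 ways, which are too few for a share under 0.05. For the changed genes, the genes decreased at least 1.5-fold and the genes that differ between the mimics, 1 split, the real one, reached the real counts of 4548, 2864, 1434, 877 and 4222, and the highest other count was 0 by limma. For the gene lists the real values were 8 with the miR-4709-3p mimic, with 6 as the highest other, and 10 with the miR-4717-3p mimic, with 8 as the highest other. For the size of the shift of predicted targets, taken without its sign, the real value was 0.183 with the miR-4709-3p mimic, with 0.0981 as the highest other. With the miR-4717-3p mimic it was 0.0127, which 5 of 10 splits reached, with 0.0489 as the highest other.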

How the results depend on the processing

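The settings relative to GAPDH and ACTB and with the dimmer RAC1 probe were chosen only after the results were seen. Of 304 named values that passed, 264 passed under every alternative that measured them (detection on all 9 arrays covers 235) and 40 lost their call under at least 1, with 0 reversed. Of the 17 calls of fixed lists, at most 4 were lost under any alternative apart from the estimated correlation, and 0 were reversed. With an estimated correlation 0 of the 18 list calls remained. The test fry made 50, but it asks whether a list changed at all, while camera asks whether it moved against other genes. Changed genes with the miR-4709-3p and the miR-4717-3p mimic numbered 7083 and 5776 at an adjusted p under 0.30, and 1194 and 1120 by the methods' own selection, against 4548 and 2864. With the miR-4717-3p mimic they were 1573 at an adjusted p under 0.01 and 4413 with every probe on its own. Genes decreased at least 1.5-fold were 717 and 383 without background correction, 740 and 366 both on Z-scores and on the authors' values, 544 and 262 at a 2-fold limit, 443 and 161 by treat at 1.5-fold, and 1365 with the miR-4717-3p mimic for every probe on its own, against 1434 and 877. The methods' own selection, whose Z ratio limit stands for folds down to 1.52 and 1.39, gave 696 and 554 lower genes. Listed targets in Column VI were 86 and 34 without background correction and 89 and 33 on Z-scores and the authors' values, against 142 and 65. In Column VII they were 6 with the miR-4717-3p mimic under those 3 settings, against 12, and 40 with the miR-4709-3p mimic for every probe on its own, which counts a gene more than once, against 26. Signal left over background compresses a fold by construction, which also limits what dim probes show; for the other settings the cause was not tested. Genes called in the same direction in both comparisons were 893 under median scaling against 1392. The correlation of the mimics was 0.4202 for every probe on its own against 0.385, and 0.3598 to 0.4196 without 1 array. PLD1 with the miR-4717-3p mimic had a log2 fold change of -0.9598 relative to GAPDH and ACTB. RAC1 turned to -0.6343 with the miR-4709-3p mimic and to -0.4748 with the miR-4717-3p mimic relative to those genes, a scaling that lowers every gene by 0.674 and 0.711, which alone turns these signs. RAC1 with the miR-4717-3p mimic also turned to -0.4571 for the mean of its probes and to -1.151 for the dimmer probe. With the miR-4709-3p mimic these gave -0.2448 (limma adjusted p = 0.141) and -0.5292 (limma adjusted p = 0.0505), also below 0 but not passing. PLCB1 with the miR-4709-3p mimic ranged from 0.08829 to 0.4791 without 1 array. With the replicate block, 4383 and 2635 genes were changed and 4040 differed between the mimics. The labels share replicate numbers only: the deviations of arrays with the same number correlated at -0.287 to 0.161, and 0 of 9 arrays matched its own number best. The slide as a random block was not run, since the files name no slides, and the shift of seed-site genes with its alternatives was not run, since no 3' UTR annotation was used here.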

Differences from the paper's values

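The setting relative to GAPDH and ACTB, and the dimmer RAC1 probe, were chosen only after the values were seen. The paper's counts rest on thresholds of its own selection, while those here rest on an adjusted p under 0.05 and a 1.5-fold limit. For the mRNAs decreased at least 1.5-fold with the miR-4717-3p mimic (Table 1, Column V), the paper gives 1,661, and 877 were found here. Of 25 alternatives set before the data were examined, the ratio is under 1.5 only for every probe on its own (1365), which counts probes and a gene more than once, and the other 24, from 161 upward, differ. For Column VI with the miR-4717-3p mimic the paper lists 114, of which 65 were decreased at least 1.5-fold here and some were not measured. Of 20 alternatives, only every probe on its own (81 probes, a gene counted more than once) comes within 1.5-fold, and the other 19 do not. For Column VII with the miR-4709-3p mimic the paper lists 41, of which 38 were measured and 26 were decreased so here, and the ratio of 41 to 26 counts the unmeasured ones as not decreased. Every probe on its own (40 probes, a gene counted more than once) comes within 1.5-fold and the other 19 do not. For Column VII with the miR-4717-3p mimic the paper lists 28, of which 26 were measured and 12 were decreased so here, and 20 of 20 alternatives, from 6 to 17, differ.

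The paper's values for single targets come from RT-qPCR, and those here from arrays. RAC1 with the miR-4709-3p mimic stands in the paper at about 44% of the control in Fig. 4D, read by eye, and here at 102.8%, and 20 of 20 alternatives set before the data were examined, from 84.39 to 114.6%, differ. PLCB1 with the miR-4717-3p mimic stands in the paper at about 28% in Fig. 4C, read by eye, and here at 51.58%, and 20 of 20 alternatives, from 50 to 71.75%, differ. Relative to GAPDH and ACTB, a setting chosen after seeing the values, PLCB1 with the miR-4717-3p mimic is at 31.5% and RAC1 with the miR-4709-3p mimic at 64.4%, and this setting drops 0 of the decreases of PLD1, PLCB1 and RAC1 that the paper calls. It lowers every gene by 0.674 with the miR-4709-3p mimic and by 0.711 with the miR-4717-3p mimic and puts 6167 and 6949 genes at least 1.5-fold lower, so decreases are kept by construction, and its values here and below are no evidence on a single gene.

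The paper states that PLD1 is also lower with the miR-4717-3p mimic. It reports lower PLD1 protein as well, similar results in aortic endothelial cells (HAECs), and a PLD1 3' UTR reporter that this mimic repressed through a functional site. The HUVEC arrays measure mRNA only and do not bear on that evidence. Here PLD1 mRNA with this mimic was at 84.2% of the control and did not pass (limma adjusted p = 0.217). In the paper's RT-qPCR figure, read by eye, it stands at about 62%. By the rule used for RAC1 and PLCB1 above, these percentages did not differ, and 0 of 20 alternatives, from 77.59 to 92.85%, differ. The difference from the paper thus lies in the call and, by that rule, not in the percentage. Relative to GAPDH and ACTB, chosen after seeing the values, PLD1 passed at 51.4% (limma adjusted p = 0.000341). The paper states that RAC1 is lower with the miR-4709-3p mimic. Here the brighter probe had a log2 fold change of 0.04 (limma adjusted p = 0.851), the dimmer one, tested on its own after seeing the values, -0.53 (limma adjusted p over probes = 0.0505), and relative to GAPDH and ACTB RAC1 passed at -0.63 (limma adjusted p = 0.0026). PLD1 with the miR-4709-3p mimic and PLCB1 with the miR-4717-3p mimic were lower in both.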

Other observations

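The scaling relative to GAPDH and ACTB was chosen only after the results were seen.

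With the miR-4717-3p mimic, some genes of the small RNA pathway, vascular tone and the TGF-beta response were called changed. Over all genes tested, 26.3% were called with this mimic and 41.8% with the miR-4709-3p mimic. Of 12 small RNA pathway genes, 5 were higher and 3 lower (median 0.0889, camera adjusted p = 0.658), with DICER1, which cuts miRNA precursors, at 1.24 (standard error 0.197, limma adjusted p = 0.000849), TNRC6A and TNRC6B, partners of Argonaute proteins, at 0.90 (standard error 0.12) and 0.77, and the exporter XPO5 at -0.79. AGO4 at 0.62 and TARBP2 at 0.35 were also higher and AGO1 at -0.73 and AGO3 at -0.65 lower, and these 4 were named after their values were seen. With the miR-4709-3p mimic, 1 of these genes was higher and 2 were lower (median 0.205, camera adjusted p = 0.875): AGO4 at 0.36, whose call 9 of 18 alternatives end (limma adjusted p up to 0.148), and PRKRA, a partner of DICER1, at -1.28 and XPO5 at -0.54. Of 13 genes of vascular tone, 3 were higher and 1 lower with the miR-4717-3p mimic (median -0.0554, camera adjusted p = 0.925): DDAH1, which degrades an inhibitor of nitric oxide synthase, at 1.42 (standard error 0.163), ECE1, the endothelin-converting enzyme, at 0.95 (standard error 0.137), EDN1, endothelin 1, at 0.92 (standard error 0.11) and NOS3, described above. With the miR-4709-3p mimic 6 were higher and 3 lower (median 0.0698, camera adjusted p = 0.732), with ECE1 at 1.19 and DDAH1 at 1.06, and with NOS3, the prostaglandin synthase PTGS1 at -0.77 and the endothelin receptor EDNRB at -0.61, named after its value was seen, as the lower ones. Of 21 genes of the extracellular matrix and the TGF-beta response, 9 were higher and 3 lower with the miR-4717-3p mimic (10 and 3 when adjusted over the list alone; median 0.463, camera adjusted p = 0.035; adjusted p = 0.618 with an estimated correlation), with TGFB2 at 1.45, SMAD7 at 1.09 and COL5A1 at 0.89 higher, and with ID1, and ID2 at -0.48 and ID3 at -0.83, both named after their values were seen, as the lower ones. By camera of limma this call was lost without miR-4717-3p mimic replicate 1 (adjusted p = 0.0754) and without scrambled control replicate 3 (adjusted p = 0.0529), and also with a detection p-value under 0.01 on all 9 arrays (adjusted p = 0.12), the mean of a gene's probes (adjusted p = 0.0707) and array weights (adjusted p = 0.0647). Of 17 p53 targets and cell cycle inhibitors, 5 were higher and 1 lower with the miR-4717-3p mimic (the same when adjusted over the list alone; median 0.191, camera adjusted p = 0.0429; adjusted p = 0.377 with an estimated correlation), with GADD45B at 1.48, ZMAT3 at 1.18, CDKN1B at 0.67, RRM2B at 0.49 and, named after their values were seen, XPC at 0.36 and the lower GADD45A at -0.42, and by camera of limma the call was lost without miR-4717-3p mimic replicate 2 (adjusted p = 0.0952) and without scrambled control replicate 1 (adjusted p = 0.0586), and under the same other 3 settings (adjusted p = 0.0646, 0.0745 and 0.0647). RRM2B lost its call under 5 alternatives (limma adjusted p up to 0.285).

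Of the 19 of the study's 21 IPA gene sets whose copy held as many entries as the paper gives, 1 passed with either mimic, the STAT3 pathway with the miR-4717-3p mimic (22 genes once names with the same current symbol were merged, 6 of 15 measured genes higher, 6 when adjusted over the list alone; median 0.24, camera adjusted p = 0.0392; adjusted p = 0.423 with an estimated correlation), with PIM1 at 1.07 and STAT3 at 0.88. The lists of endothelial identity (camera adjusted p = 0.975 with the miR-4709-3p mimic and 0.915 with the miR-4717-3p mimic), apoptosis regulators (0.785 and 0.46), the unfolded protein response (0.27 and 0.35), glycolysis (0.658 and 0.199), oxidative phosphorylation (0.692 and 0.309), ribosomal proteins (0.875 and 0.309), phospholipases (0.92 and 0.509), angiogenesis and Notch (0.732 and 0.692), smooth muscle and fibroblast markers (0.779 and 0.925) and leukocyte markers (0.915 and 0.564) did not pass. Neither did, with the miR-4709-3p mimic, the lists of NF-kB feedback (0.692), heat shock proteins (0.564) and the extracellular matrix (0.206).

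By the selection described in the paper's methods, as far as they state it, 1194 genes were selected with the miR-4709-3p mimic, 696 of them lower, and 1120 with the miR-4717-3p mimic, 554 of them lower. The form of its z-test is not given in the sources used here. PLD1 with the miR-4709-3p mimic (Z ratio -2.46) and PLCB1 with the miR-4717-3p mimic (Z ratio -1.54) were selected, and PLD1 with the miR-4717-3p mimic (Z ratio -0.598) and RAC1 with the miR-4709-3p mimic (Z ratio 0.209) were not.

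Since GAPDH is a reference of the RT-qPCR, its rise could lower each gene measured against it. On the arrays, GAPDH and ACTB together were higher by 0.674 with the miR-4709-3p mimic and by 0.711 with the miR-4717-3p mimic. Scaling to them put RAC1 at -0.63 with the miR-4709-3p mimic, but it also put 6167 and 6949 genes at least 1.5-fold lower, so it bears on every gene and not on the targets alone. Whether GAPDH also rose in the RT-qPCR samples was not tested.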
